# Transcriptome Analysis of Genes Regulated by Cholesterol Loading in Two Strains of Mouse Macrophages Associates Lysosome Pathway and ER Stress Response with Atherosclerosis Susceptibility

**DOI:** 10.1371/journal.pone.0065003

**Published:** 2013-05-21

**Authors:** Stela Z. Berisha, Jeffrey Hsu, Peggy Robinet, Jonathan D. Smith

## Abstract

Cholesterol loaded macrophages in the arterial intima are the earliest histological evidence of atherosclerosis. Studies of mouse models of atherosclerosis have shown that the strain background can have a significant effect on lesion development. We have previously shown that DBA/2 *ApoE^−/−^* mice have aortic root lesions 10-fold larger than AKR *ApoE^−/−^*mice. The current study analyzes the response to cholesterol loading of macrophages from these two strains. Macrophages from the atherosclerosis susceptible DBA/2 strain had significantly higher levels of total and esterified cholesterol compared to atherosclerosis resistant AKR macrophages, while free cholesterol levels were higher in AKR cells. Gene expression profiles were obtained and data were analyzed for strain, cholesterol loading, and strain-cholesterol loading interaction effects by a fitted linear model. Pathway and transcriptional motif enrichment were identified by gene set enrichment analysis. In addition to observed strain differences in basal gene expression, we identified many transcripts whose expression was significantly altered in response to cholesterol loading, including *P2ry13* and *P2ry14, Trib3*, *Hyal1*, *Vegfa*, *Ccr5*, *Ly6a*, and *Ifit3*. Eight pathways were significantly enriched in transcripts regulated by cholesterol loading, among which the lysosome and cytokine-cytokine receptor interaction pathways had the highest number of significantly regulated transcripts. Of the differentially regulated transcripts with a strain-cholesterol loading interaction effect, we identified three genes known to participate in the endoplasmic reticulum (ER) stress response, *Ddit3, Trib3* and *Atf4.* These three transcripts were highly up-regulated by cholesterol in AKR and either down-regulated or unchanged in loaded DBA/2 macrophages, thus associating a robust ER stress response with atherosclerosis resistance. We identified significant transcripts with strain, loading, or strain-loading interaction effect that reside within previously described quantitative trait loci as atherosclerosis modifier candidate genes. In conclusion, we characterized several strain and cholesterol induced differences that may lead to new insights into cellular cholesterol metabolism and atherosclerosis.

## Introduction

Atherosclerosis is a complex and progressive pathology of arteries that can be initiated by the accumulation and entrapment of lipoproteins in the extracellular matrix of the sub-endothelial intima layer [1], [2]. Monocytes migrate across the endothelial monolayer into the intimal layer where they differentiate into macrophages and take up modified low density lipoproteins by scavenger receptors [3], [4]. Once inside the cells modified LDL is degraded in lysosomes, depositing free cholesterol in the lysosomes that is transported to the endoplasmic reticulum for conversion into cholesterol esters and storage in lipid droplets [5], [6]. Cholesterol esters inside the lipid droplets can be hydrolyzed back into free cholesterol; and, recently, this hydrolysis has been shown to be mediated via autophagy delivering cholesterol esters to lysosomal acid lipase [7]. Free cholesterol can be exported out of the cells through passive diffusion, and/or protein mediated efflux via ATP-binding cassette transporters *ABCA1, ABCG1* or scavenger receptor *SR-BI* [8]–[12]. Macrophages cannot limit their uptake of cholesterol as the expression of scavenger receptors is not subject to feedback regulation by cellular cholesterol content [13], [14]. An imbalance between cholesterol influx and efflux leads to excessive accumulation of cholesterol in macrophages transforming them into cholesterol-engorged foam cells characteristic of fatty streaks [15]–[17].

The genetic background strain has been shown to effect atherosclerotic lesion area in hyperlipidemic *ApoE*−/− mice [18]. We have previously shown that chow-diet fed DBA/2 *ApoE^−/−^* mice have aortic root lesion areas that are 10-fold larger than those in AKR *ApoE^−/−^*mice at 16 weeks of age [19]. To gain insight on the effects of cholesterol loading on macrophage gene expression and its relation to atherosclerosis susceptibility, we incubated bone-marrow derived macrophages from atherosclerosis resistant AKR *ApoE^−/−^* and atherosclerosis susceptible DBA/2 *ApoE^−/−^* mice with acetylated LDL (AcLDL). We found that DBA/2 cells accumulate more total and esterified cholesterol, but less free cholesterol than the AKR macrophages. We investigated the effect of cholesterol on the macrophages transcriptome and identified transcripts that were differentially regulated by strain or cholesterol loading, and those transcripts in which there was a strain-loading interaction effect. Gene set enrichment analysis showed that some of the identified transcripts are involved in the lysosome pathway, and we found several transcripts that play a role in the endoplasmic reticulum stress response. We hypothesized that some of these differentially regulated transcripts could be responsible for the observed difference in atherosclerosis susceptibility between the AKR and DBA/2 strains. We identified differentially expressed transcripts as possible atherosclerosis modifier candidate genes residing within atherosclerosis QTLs previously characterized in a strain intercross between these two strains [19].

## Materials and Methods

### Mice

Age matched AKR and DBA/2 *ApoE^−/−^* mice were maintained on chow diet and sacrificed at 16 weeks of age. Plasma total cholesterol levels at time of sacrifice were 372.8±47.78 mg/ml and 912.7±104.3 mg/ml for AKR *ApoE−/−* and DBA/2 *ApoE−/−* mice, respectively. Femurs were collected to isolate and culture bone marrow monocytes.

#### Ethics Statement

All experiments were performed in accordance with protocols approved by the Cleveland Clinic Institutional Animal Care and Use Committee.

### Total, free, and esterified cholesterol quantification

Bone marrow derived macrophages (BMM) from AKR and DBA/2 *ApoE^−/−^* mice were cultured in p100 cell culture dishes for 13 days with 15% L-cell conditioned media, a source of macrophage colony stimulating factor (M-CSF). We performed control studies to compare BMM cholesterol loading by 24 h incubation with 50 µg/ml AcLDL, copper oxidized LDL, or native LDL; and, we only observed robust cholesterol loading with AcLDL at this dose, justifying its use in our subsequent studies. The cells were loaded for 48 h with 50 µg/ml AcLDL to allow foam cell formation with unloaded cells used as controls. Lipids were extracted and total, free and esterified cholesterol levels were quantified and normalized to cell protein as previously described [20]. Quadruplicate samples were assayed in triplicate and significance was determined by ANOVA with Newman-Keuls posttest using GraphPad Prism software.

### Loading of macrophages with acetylated LDL for transcriptome profiling

Differentiated BMM in p100 dishes from AKR and DBA/2 *ApoE^−/−^* mice were incubated for 24 hours in the presence or absence of 50 (experiment 2) or 100 µg/ml (experiment 1) AcLDL in quadruplicate. Different AcLDL doses were used due to altered efficiency of cholesterol loading of independent AcLDL preparations. After the incubation, the media and cholesterol were aspirated off, cells were washed twice, scrapped in 1 ml ice-cold PBS and transferred to microcentrifuge tubes. Cell pellets were obtained by centrifugation in a microcentrifuge at 5,000 rpm for 2 minutes at RT and kept on ice for subsequent use.

### Isolation of total RNA from BMM cell pellets

Total RNA was isolated from cell pellets using the RNeasy Mini Kit (Qiagen, Valencia, CA), following the manufacturer's protocol. On-column digestion with RNase-free DNase (Qiagen, Valencia, CA) was performed to remove genomic DNA. DNase was removed in the subsequent washing steps. RNA integrity was tested by overnight incubation of 200–500 ng of total RNA at 37°C and observation of the 18S and 28S ribosomal RNA bands on a 1.2% agarose/ethidium bromide gel.

### Hybridization and detection of gene transcripts

An aliquot of total RNA for each sample (∼ 2 µg) was submitted to the Genomic Core at Lerner Research Institute. Total RNA was used as template to synthesize single stranded cDNA following the Illumina protocol. Single stranded cDNA is then converted into double stranded cDNA, purified and *in vitro* transcribed (in the presence of biotinylated UTP and CTP) to produce biotin-labeled cRNA. Purified labeled cRNA from experiment 1 and 2 samples were hybridized respectively to MouseRef–8_v1 and Ref-8_v2 microarray chips (Illumina) for 16 hours at 58°C, according to the manufacturer's instructions. Eight samples were profiled on one chip with either 24,613 or 25,697 transcript probes per sample. To reduce the chip-to-chip variability two control and two cholesterol-loaded samples from each strain were put on each microarray chip. After hybridization, the arrays were washed several times and stained with streptavidin-Cy3. After the staining, the arrays were washed and scanned on the Illumina BeadArray Reader using Illumina BeadScan image data acquisition software.

### Microarray data analysis

Expression data were quantile normalized and log2 transformed using the R-package *lumi* [21]. 1,342 unique probes that hybridized to transcript sequences containing a strain-specific polymorphism or an indel (insertion/deletion) were excluded from further gene expression-related analysis. Sequence variations between AKR and DBA/2 (SNPs and insertions-deletions) were obtained from sequencing data generated by the Mouse Genomes Project: http://www.sanger.ac.uk/resources/mouse/genomes/. Probes were also removed if no sample had a detection p-value less than 0.01. 9,316 and 11,919 probes remained for further analysis in experiments 1 and 2, respectively. To determine strain effects on the transcriptome, only the results of unloaded bone marrow macrophages were analyzed. Log2 fold change, unadjusted p-values, and false discovery rate adjusted p-values were determined separately for the two independent datasets with the *limma* package in R [22], [23] using a fitted linear model with the following equation: Y_i_ = β_1_Strain+β_2_Loading+β_3_Strain-Loading, with the strain and loading βs as additive covariates and the strain-loading interaction β as an interactive covariate.

Gene set enrichment analysis was performed for all expressed transcripts to identify possible pathways altered by strain, loading and strain-loading interactions. The *romer* function in the *limma* package was used to test for gene set enrichment analysis [24], [25] with the Molecular Signature Database from the Broad Institute as gene sets [26]. We present and discuss further only the pathways that were significantly enriched using the permutation test p-value threshold of 1.0E-04. The MIAME compliant microarray dataset from this study is available through the Gene Expression Omnibus server, accession number GSE38736.

### Real-Time quantitative PCR (qPCR)

To validate the findings of gene transcript measurements by microarray, we assessed the expression of selected gene transcripts by using qPCR approach. The expression levels of tribbles homolog 3 (*Trib3*), activating transcription factor 4 (*Atf4*), ceroid-lipofuscinosis neuronal 5 (*Cln5*), and ATP-binding cassette sub-family G member 1 (*Abcg1*) were quantified relative to the endogenous control gene, ubiquitin C (*Ubc*) using pre-designed TaqMan gene expression assays (Applied Biosystems). Mean fold changes for each sample were calculated as previously described [27].

### Western blot

Unloaded and cholesterol loaded BMM from AKR and DBA/2 were lysed with 0.5 mL of M-PER mammalian protein extraction reagent (Pierce Biotechnology). Cell lysates (45 µg protein/lane) were loaded, separated on a 4–15% gradient polyacrylamide gel and transferred to PVDF membranes by semi-dry electroblotting. After blocking with rapid blocking buffer (Amresco, Cat # M325) for 1 hour, the membrane was incubated overnight with rabbit antibody to TRIB3 (Proteintech, Cat # 13300) at 4°C. The membrane was washed and further incubated with HRP goat anti-rabbit IgG (Amresco, Cat # N791) secondary antibody for 1 hour. The membrane was then exposed to an enhanced chemiluminescent system, and bands were visualized by exposure to X-ray film. After stripping, GAPDH protein was visualized as loading control using goat antibody to GAPDH (Abcam, Cat # ab9483), followed by HRP rabbit anti-goat IgG as described above. TRIB3 band density was quantified using Total Lab TL120 software (Nonlinear Dynamics) and normalized to the respective GAPDH band density.

## Results and Discussion

### AKR and DBA/2 macrophages respond differently to cholesterol loading

Bone marrow derived macrophages of the two strains were incubated with 50 µg/ml AcLDL for 48 hours. We observed that macrophages from the atherosclerosis susceptible DBA/2 strain had significantly higher levels of total cholesterol (p-value<0.0001) and cholesterol esters (p-value <0.0001) compared to atherosclerosis resistant AKR macrophages (Figure 1A and 1B). In contrast, AcLDL-loaded DBA/2 macrophages had significantly lower levels of free cholesterol (p-value<0.05, Figure 1C). We have recently found that the strain difference in cholesterol ester metabolism is due to reduced cholesterol ester turnover in DBA/2 cells, which we attribute to decreased autophagic flux; and, autophagy is the primary mechanism responsible for the degradation of cholesterol esters in lipid droplets [28]. The current study focuses on the transcriptome differences between macrophages from the DBA/2 and AKR strains and the changes in response to cholesterol loading in these macrophages. Our objective was to identify possible genes and pathways that may play a role in the observed strain-specific differences in response to cholesterol loading and atherosclerosis.

**Figure 1:**
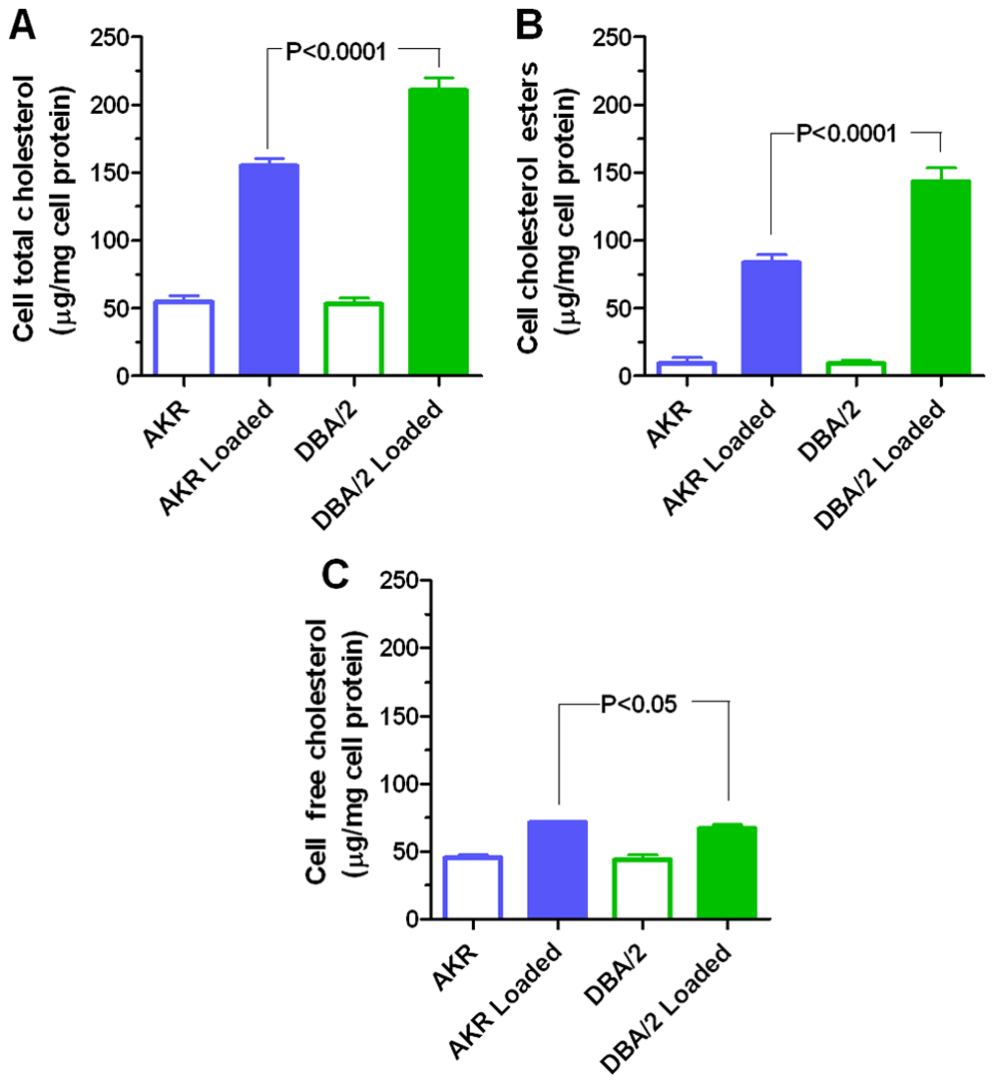
Total (A), esterified (B), and free (C) cholesterol mass in unloaded and AcLDL loaded AKR and DBA/2 *ApoE−/−* macrophages. All data are mean±SD, N = 4 per group using the average of triplicate assays per sample. P-values were calculated by ANOVA with Newman-Keuls posttest, showing only the strain differences after loading. There were no significant strain differences in unloaded cells.

### Hierarchical clustering

Bone marrow derived macrophages from mice of both strains were incubated with or without AcLDL for 1 day (n = 4 per group, total of 8 groups) in two independent experiments. Total RNA was applied to Illumina expression arrays and analyzed as described in Materials and Methods. 

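The first experiment had 16 Illumina arrays, 4 each of unloaded AKR, loaded AKR, unloaded DBA/2 and loaded DBA/2 macrophages, with 100 µg/ml AcLDL for 24 h in the loaded dishes. The value table was used as the authors deposited it, as log2 probe values that lumi had quantile-normalized. Of its 24,613 probes, 20,984 were named for a single gene in the annotation used here. A probe was kept when its highest group mean passed the median of all values (5.98), which left 13,339 probes for 9,312 genes. The authors' removal of polymorphic and undetected probes was not applied. Each probe was fitted with limma for strain, loading and their interaction over all 16 arrays, with unloaded AKR cells as the reference, and called at a Benjamini-Hochberg adjusted p under 0.01. A positive strain value means higher expression in unloaded DBA/2 cells, and a positive interaction means a more positive loading response in DBA/2 than in AKR cells. Log2 fold changes are given with their standard error, and expression levels as mean ± SD of the arrays of a group. Genes were read from their brightest kept probe. A total of 32 gene lists fixed before the value tables were opened were tested with romer, a rotation test whose smallest possible p is 1e-04. The paper describes dishes in quadruplicate and does not say that they came from separate mice, so the p-values measure the spread between cultures.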

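The second experiment had the same 4 groups of 4 arrays, with 50 µg/ml AcLDL for 24 h, on another version of the array. Its table held 25,697 probes, 23,978 of them named for a single gene, and 13,732 probes for 9,356 genes were kept. Stress, cholesterol export and interferon genes differed within the AKR groups of this experiment, since 2 arrays did not resemble the other arrays of their group. The array labelled unloaded AKR replicate 1 correlated at r = 0.986 with the loaded AKR arrays and at 0.966 with the other unloaded AKR arrays. Conversely, the array labelled loaded AKR replicate 2 correlated at 0.985 with the unloaded AKR arrays and at 0.968 with the other loaded ones. The other 30 arrays of the study correlated best with their own group. Of the 70 ways to divide the 8 AKR arrays into groups of 4, the one that exchanges these arrays gave a median absolute difference of 3.36e-07 log2 from the loading values of Table S6, over the 724 genes named in the part of that table that was read. The labelled groups gave a difference of 0.384. All values of experiment 2 follow the labels unless stated otherwise. Beside them stand values with these doubted AKR arrays left out (13,911 probes, 9,472 genes, 3 arrays in each AKR group), an alternative chosen after the values were seen. On simulated data with the spread of the labelled groups, 81.8% of 2-fold loading changes in AKR cells were recovered, and 67.2% with the 2 arrays left out. No simulated array was exchanged between groups, so these shares do not show what the doubted arrays cost the real fit. In the real data, 0 probes were called for loading in AKR cells by the labels and 2,557 without the 2 arrays.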

Hierarchical clustering analysis was performed on all 32 samples (Figure S1). The two independent experiments were assayed on different versions of the Illumina array, using cells from different sexes with different batches of AcLDL, and were treated and analyzed in different years. Based on the observed clustering profile of these two groups, we decided not to pool the samples, and thus we analyzed the expression data from the two experiments separately for strain, loading and strain-loading interaction. Furthermore, we used the two studies to identify the overlapping group of genes and pathways that consistently respond to cholesterol loading in a strain-shared or strain-specific fashion.

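Ccl7, a monocyte-attracting chemokine, was lower in unloaded DBA/2 than AKR macrophages in experiment 1 (log2 -1.76 ± 0.090, adjusted p = 4.88e-14) and higher in experiment 2 (2.02 ± 0.20, adjusted p = 1.10e-06). Fgfr1op2, which encodes a scaffold protein, was lower in DBA/2 cells in both experiments (-2.90 ± 0.076, adjusted p = 5.25e-20 and -3.07 ± 0.16, adjusted p = 6.74e-10). Atp6v1d, a subunit of the proton pump that acidifies lysosomes, was higher in DBA/2 cells in both (1.96 ± 0.10, adjusted p = 2.66e-14 and 2.04 ± 0.18, adjusted p = 2.37e-07). It is not in the paper's Table S2 of strain differences, which was made after probes over known variants were removed, so its probe may read sequence instead of expression. Over all kept probes of experiment 1, strain accounted for 51.1% of the sum of squares, loading for 23.1% and the interaction for 9.32%. In experiment 2 the shares were 37.7%, 19.1% and 6.70%, with 36.5% left as residual. Clustering each experiment into 4 clusters placed all arrays of experiment 1 with their own group, and all of experiment 2 except the 2 doubted AKR arrays. With those left out, loading accounted for 33.1% and the residual for 21.7%. The 2 tables were normalized separately by the authors and were not joined here, so the tree of all 32 arrays was not recomputed.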

### Strain differences on BMM transcriptome

#### Experiment 1 samples

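Before loading, Fcer1g, the gamma chain that activating Fc receptors signal through, was lower in DBA/2 than AKR macrophages of experiment 1 (log2 -7.60 ± 0.13, adjusted p = 1.57e-23). The chemokine Ccl5 (-4.53 ± 0.088, adjusted p = 1.03e-22) and the proteasome subunit Psmb6 (-3.65 ± 0.064, adjusted p = 1.57e-23) were lower in DBA/2 cells too. Gpr137b-ps, named as a pseudogene, was higher in DBA/2 cells (4.21 ± 0.074, adjusted p = 1.57e-23). Vill, a villin-like actin-binding protein (3.67 ± 0.074, adjusted p = 2.04e-22), and Sfi1, a centrin-binding protein (3.69 ± 0.083, adjusted p = 2.14e-21), were also higher. limma called 3,755 of the kept probes between the unloaded strains, 1,784 higher and 1,971 lower in DBA/2 cells. Probes over sites that differ between the strains were not removed here, so single large strain values can come from a probe rather than from expression.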

3,059 transcripts were identified as differentially expressed between AKR and DBA/2 unloaded macrophages at a stringent false discovery rate (FDR) adjusted p-value<0.01 in experiment 1 samples. Table 1 shows the top 10 most significant differentially expressed transcripts, while the entire list is shown in Table S1. 

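Serpinb8, an inhibitor of serine proteases, was among the genes with the largest strain differences and was lower in DBA/2 cells (log2 -2.85 ± 0.073, adjusted p = 3.16e-20). Stab2, a scavenger receptor that takes up hyaluronan, was higher in DBA/2 cells (3.46 ± 0.084, adjusted p = 9.78e-21), as was Cd300ld, an immune receptor (2.39 ± 0.073, adjusted p = 1.16e-18). Of the called probes, 176 were higher and 124 lower in DBA/2 macrophages by 2-fold or more. With 50 added to each linear value before the log, which shrinks the folds of weak probes, 191 probes reached 2-fold.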

229 differentially expressed transcripts were found with a 2- or higher fold change in expression between the two strains, of which 137 transcripts were expressed higher in DBA/2 and 92 transcripts were expressed higher in AKR macrophages.

**Table 1:** Top 10 differentially expressed transcripts between AKR and DBA/2 unloaded macrophages ranked by p-value.

	Gene Symbol	Log2Fold Change#	P-Value	Adjusted P-Value*	Description
Experiment 1	H2-D1	7.7	2.7E-23	2.5E-19	Histocompatibility 2, D region locus 1
	H2-Q6	5.6	1.1E-20	5.1E-17	Histocompatibility 2, Q region locus 6
	Gpr137b	4.2	1.5E-19	4.6E-16	G protein-coupled receptor 137B
	Ncf2	6.1	5.0E-19	1.2E-15	Neutrophil cytosolic factor 2
	Sfi1	3.7	7.0E-19	1.3E-15	Sfi1 homolog, spindle assembly associated (yeast)
	Psmb6	−3.7	9.4E-19	1.3E-15	Proteasome (prosome, macropain) subunit, beta type 6
	Ccl5	−4.5	9.2E-19	1.3E-15	Chemokine (C-C motif) ligand 5
	Baat1	3.2	1.8E-18	2.1E-15	BRCA1-associated ATM activator 1
	Gpnmb	−3.7	2.8E-18	2.9E-15	Glycoprotein (transmembrane) nmb
	Prcp	3.3	5.7E-18	5.3E-15	Prolylcarboxypeptidase (angiotensinase C)
Experiment 2	H2-K1	4.3	9.4E-14	1.1E-09	Histocompatibility 2, K region locus 1
	Pilrb1	5.2	5.2E-13	1.4E-09	Paired immunoglobin-like type 2 receptor beta 1
	H2-Q5	4.7	7.1E-13	1.4E-09	Histocompatibility 2, Q region locus 5
	H2-Q8	4.6	2.8E-12	1.4E-09	Histocompatibility 2, Q region locus 8
	Eif2s3y	4.4	3.9E-13	1.4E-09	Eukaryotic translation initiation factor 2, subunit 3, structural gene Y-linked
	Prcp	3.3	6.5E-13	1.4E-09	Prolylcarboxypeptidase (angiotensinase C)
	Lrrc57	3.6	5.0E-12	8.5E-09	Leucine rich repeat containing 57
	Ogfrl1	3.1	6.3E-12	9.3E-09	Opioid growth factor receptor-like 1
	Napsa	−3.1	7.2E-12	9.5E-09	Napsin A aspartic peptidase
	Baat1	3.3	8.1E-12	9.6E-09	BRCA1-associated ATM activator 1

# Positive log2 fold change, transcripts expressed higher in DBA/2; negative log2 fold change, transcript expressed higher in AKR macrophages.

* FDR adjusted p-value based upon permutation.

#### Experiment 2 samples

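Eif2s3y, a translation initiation factor subunit encoded on the Y chromosome, was higher in DBA/2 than AKR macrophages of experiment 2 (log2 4.39 ± 0.16, adjusted p = 1.02e-11). In AKR cells its level lay near the floor, below the median of all values, so this difference is a lower bound. Lrrc57, a leucine-rich repeat protein (3.49 ± 0.12, adjusted p = 1.02e-11), and Ndufa13, a subunit of respiratory complex I (2.30 ± 0.093, adjusted p = 3.13e-11), were higher too. Lower in DBA/2 cells were Washc3, a subunit of the actin-regulating WASH complex on endosomes (-1.86 ± 0.090, adjusted p = 2.24e-10), and Mul1, a mitochondrial ubiquitin ligase (-2.03 ± 0.10, adjusted p = 4.01e-10). Zfp277, a zinc finger protein, was also lower (-2.06 ± 0.11, adjusted p = 7.29e-10). Ndufa13 is missing from the paper's Table S2, so a strain variant under its probe cannot be excluded. Over all 16 arrays, limma called 1,359 probes between the unloaded strains. Without the 2 doubted AKR arrays it called 1,948. The other Y-linked genes measured, Kdm5d and Uty, did not differ between the strains. Both read low in unloaded DBA/2 cells too (5.07 and 4.99 log2, against 8.05 for Eif2s3y). They are thus too low to show whether Y-linked genes are expressed alike.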

A similar analysis was performed on the experiment 2 samples and 1,703 transcripts were found to be differentially expressed between AKR and DBA/2 macrophages (FDR adjusted p-value<0.01; Table 1 top ten and Table S2 for all results). Of the 418 differentially expressed transcripts with a 2- or higher fold change, 220 transcripts were expressed higher in DBA/2 and 198 were expressed higher in AKR macrophages.

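E2f2, a cell cycle transcription factor, was lower in DBA/2 cells by more than 2-fold (log2 -2.43 ± 0.15, adjusted p = 3.20e-09), and so was Ephx1, an epoxide hydrolase (-2.04 ± 0.30, adjusted p = 1.24e-04). The immune receptor Cd300ld was higher in DBA/2 cells of this experiment too (3.35 ± 0.15, adjusted p = 7.82e-11), and so was the scavenger receptor Stab2 (2.15 ± 0.15, adjusted p = 1.29e-08). Table S2 of the paper does not hold Cd300ld, whose probe may lie over a variant. The labelled groups gave 467 called probes with a 2-fold or larger difference, 243 higher and 224 lower in DBA/2 cells. Leaving the 2 doubted AKR arrays out gave 486, of which 258 were higher and 228 lower. After an offset of 50 on the linear values, 192 probes reached 2-fold in the labelled groups.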

#### Combined results and discussion

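Thumpd1, which encodes an RNA acetylation adaptor, was lower in DBA/2 macrophages in both experiments (log2 -2.43 ± 0.063, adjusted p = 3.42e-20 and -3.65 ± 0.19, adjusted p = 5.74e-10). Psmb6 and Fcer1g were lower in DBA/2 cells of experiment 2 too (-5.36 ± 0.43, adjusted p = 1.06e-07 and -6.92 ± 0.68, adjusted p = 1.09e-06). Sfi1 was again higher (2.35 ± 0.11, adjusted p = 2.24e-10). Of 7,173 genes measured in both tables, 516 were called between the strains in both, where 278 would be called in both by chance (Fisher's exact test, p = 9.23e-71). Fisher's test takes genes as independent here and below, which they are not, so its p-values are too small. Probes over variants were kept and could add to this overlap. Of the 516 genes, 463 differed in the same direction, 224 higher and 239 lower in DBA/2 cells, and 53 in opposite directions. Over all 7,173 genes the strain values correlated between the experiments at r = 0.478 (jackknife SE 0.0391), and over those called in both, which were picked by their calls, at r = 0.774 (jackknife SE 0.0384). With the doubted AKR arrays left out, 673 genes were called in both and 572 of them differed in the same direction.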

522 differentially expressed transcripts overlapped among the 3,059 and 1,703 strain significant differences identified in the experiment 1 and 2, respectively (significance threshold set at 0.01 FDR, Table S3), making these transcript changes the ones that we are most confident of. Among the top ten differentially expressed transcripts, two and three were in the histocompatibility gene family in experiment 1 and 2, respectively; however, different members of genes in this family were observed in the two experiments. 

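H2-D1, a classical MHC class I heavy chain, had the strongest strain difference of experiment 1 and was higher in DBA/2 macrophages (log2 7.72 ± 0.067, adjusted p = 4.86e-30). H2-Q6, a nonclassical class I gene, was higher too (3.16 ± 0.093, adjusted p = 5.66e-19), whereas H2-K1, a classical heavy chain, was lower (-3.45 ± 0.091, adjusted p = 6.43e-20). In experiment 2, by contrast, H2-K1 was higher in DBA/2 cells (4.54 ± 0.23, adjusted p = 4.01e-10), as were H2-D1 (4.11 ± 0.23, adjusted p = 8.97e-10) and H2-Q5 (4.92 ± 0.19, adjusted p = 2.50e-11). H2-Q8 was higher as well (4.83 ± 0.27, adjusted p = 1.08e-09), and H2-Q6 was not named in the annotation used for that table. Of 10 class I genes measured in experiment 1, 2 were higher and 3 lower (2 and 3 when adjusted over the list alone). Of 12 in experiment 2, 7 were higher and 1 lower (7 and 2 when adjusted over the list alone). romer called the list in both directions at once (adjusted p = 0.00788 and 0.00155, or 0.570 and 0.438 with an estimated correlation). Class I genes vary in sequence between strains, and a probe that matches one strain's allele better can give such values without a difference in expression. This was not tested here. The paper lists H2-D1 for experiment 1 and H2-K1, H2-Q5 and H2-Q8 for experiment 2 after it removed probes over known variants.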

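Prcp, which encodes an enzyme that cleaves angiotensin II, was measured at 2,796 ± 129 in unloaded DBA/2 macrophages of experiment 1 on the linear scale, against 279 ± 18.0 in AKR cells. The log2 difference was 3.33 ± 0.065, adjusted p = 1.08e-22. In experiment 2 the levels were 1,216 ± 101 and 118 ± 16.6, a log2 difference of 3.37 ± 0.12, adjusted p = 1.02e-11. It was the only gene among the 5 with the smallest p in the higher direction in both experiments.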

The only gene to make it to the top ten in both experiments was *Prcp*, encoding prolylcarboxypeptidase (also known as angiotensinase C), expressed significantly higher in DBA/2 macrophages. Transcripts encoding for transmembrane glycoprotein nmb *(Gpnmb)* and napsin A aspartic peptidase (*Napsa*) were expressed significantly higher in AKR macrophages.

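Gpnmb, a glycoprotein of late endosomes and lysosomes, was lower in unloaded DBA/2 than AKR macrophages in experiment 1 (log2 -1.74 ± 0.071, adjusted p = 4.31e-16). Its brightest probe was near the top of the scale in AKR cells, at 16,048 ± 469 on the linear scale, and at 4,801 ± 114 in DBA/2 cells. The next probe, which was less bright, gave 14,172 ± 1,108 and 1,064 ± 57.6, a larger difference of -3.73 log2. In experiment 2 the brightest probe gave -2.95 ± 0.33, adjusted p = 5.20e-06, with 1 unloaded DBA/2 array apart from the others (12.14 against 9.96 to 10.24). The other 3 probes of that experiment gave -4.72, -3.55 and -3.56 log2. Napsa, the lysosomal aspartic protease napsin A, was lower in DBA/2 cells in experiment 1 (-1.91 ± 0.066, adjusted p = 1.85e-17) and in experiment 2 (-2.75 ± 0.22, adjusted p = 1.11e-07).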

#### Gene set enrichment analysis

To identify the common biological pathways most relevant to the genes that differ in expression between AKR and DBA/2 BMM, transcriptomes from both experiments were subjected to Gene Set Enrichment Analysis (GSEA) using KEGG pathways, and we report here only the pathways identified as significantly enriched in both. 

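Among chemokine genes, Cxcl14 was higher in unloaded DBA/2 macrophages in both experiments (log2 1.16 ± 0.080, adjusted p = 1.51e-11 and 1.94 ± 0.18, adjusted p = 7.48e-07). Ccl12 was lower in DBA/2 cells of experiment 1 (-1.06 ± 0.081, adjusted p = 1.16e-10), while Ccl2, a monocyte chemoattractant, was higher in experiment 2 (0.95 ± 0.16, adjusted p = 4.95e-04). The chemokine receptor Cxcr4 was lower in experiment 2 (-0.67 ± 0.14, adjusted p = 0.00231). Of 20 chemokines and receptors measured in experiment 1, 7 were higher and 7 lower in DBA/2 cells (8 and 7 when adjusted over the list alone), and romer called the list in both directions (adjusted p = 0.00150, or 0.796 with an estimated correlation). In the labelled groups of experiment 2, 3 were higher and 1 lower, and romer did not call the list (adjusted p = 0.123). Without the doubted AKR arrays it was called (adjusted p = 0.00116, or 0.0838 with an estimated correlation). The pathway gene sets the paper used are not in the reference data here, so this short list stands in for the chemokine pathway only.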

Strain effects on geneset enrichment were found for the hematopoietic cell lineage, chemokine signaling, toll like receptor signaling and aldosterone regulated sodium reabsorption pathways (permutation test p-value<0.0001, Table S4).

In conclusion, significant basal gene expression differences were observed between the two strains in both experiments, which need to be considered in the following analysis of gene expression changes in the AKR and DBA/2 macrophages in response to cholesterol loading.

### Cholesterol loading effect on BMM transcriptome

To identify the differentially regulated transcript in response to cholesterol loading, the expression data were fitted in a linear model with strain as an additive variable and strain-loading interaction as an interactive variable. This model identified transcripts whose expression was either up-regulated or down-regulated in one or both strains upon cholesterol loading.

#### Experiment 1 samples

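In AKR macrophages of experiment 1, AcLDL raised Npy, which encodes neuropeptide Y, by 2.11 ± 0.068 log2 (adjusted p = 4.49e-17) and the phospholipid phosphatase Plpp3 by 2.69 ± 0.093 (adjusted p = 9.52e-17). It raised Igf2r, the receptor that carries mannose 6-phosphate enzymes to lysosomes, by 1.38 ± 0.080 (adjusted p = 8.29e-13). Clec4a3, a C-type lectin receptor, fell by 2.46 ± 0.080 (adjusted p = 4.49e-17), and Ms4a6c, a membrane protein of myeloid cells, fell by 2.34 ± 0.082 (adjusted p = 9.52e-17). In DBA/2 cells the desaturase Scd1 rose by 1.76 ± 0.081 (adjusted p = 3.61e-13) and the chemokine Cxcl14 by 1.69 ± 0.080 (adjusted p = 3.61e-13). Arg1, arginase 1, rose by 3.21 ± 0.17 (adjusted p = 2.08e-12). The inhibitory Fc receptor Fcgr2b fell by 1.49 ± 0.081 (adjusted p = 2.20e-12) and the interferon-induced sensor Oas2 by 1.35 ± 0.072 (adjusted p = 2.08e-12). limma called 4,004 probes for loading in AKR cells and 1,608 in DBA/2 cells, and an F-test over both strains called 4,606. The coefficient the paper tabulates as the loading effect is the response of AKR cells, the reference strain of its model.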

3,758 transcripts were identified as differentially expressed in response to cholesterol loading in AKR and DBA/2 macrophages at an FDR adjusted p-value<0.01 (Table 2 top ten and Table S5 for all results). 

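Il7r, the interleukin 7 receptor, rose by 2.14 ± 0.085 log2 (adjusted p = 6.03e-16) in loaded AKR cells, Gadd45a, a growth arrest gene, by 1.85 ± 0.067 (adjusted p = 1.73e-16) and Rai14, an actin-bundling protein, by 1.72 ± 0.065 (adjusted p = 2.94e-16). The gap junction protein Gja1 fell by 2.03 ± 0.076 (adjusted p = 2.94e-16) and Aif1, a calcium-binding macrophage protein, by 1.88 ± 0.092 (adjusted p = 3.71e-14). At 2-fold or more, 133 probes rose and 148 fell in AKR cells, together 281. Fewer passed that size in DBA/2 cells, where 18 rose and 33 fell.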

There were 261 differentially expressed transcripts with a 2-fold or higher change in expression upon cholesterol loading in one or both strains, of which 127 transcripts were up-regulated and 134 down-regulated.

**Table 2:** Top 10 significantly up-regulated or down-regulated transcripts in response to cholesterol loading ranked by p-value.

	Gene Symbol		Log2Fold Change#	P-Value	Adjusted P-Value*	Description	
Experiment 1	P2ry13		−2.8	7.8E-20	2.7E-16	Purinergic receptor P2Y, G-protein coupled 13	
	Clec4a3		−2.5	8.7E-20	2.7E-16	C-type lectin domain family 4, member A3	
	Npy		2.1	6.1E-20	2.7E-16	Neuropeptide Y	
	Ms4a6c		−2.3	4.6E-19	5.9E-16	Membrane-spanning 4-domains, subfamily A, member 6C	
	H2-Ab1		−2.3	3.7E-19	5.9E-16	Histocompatibility 2, class II antigen A, beta 1	
	Hyal1		2.3	5.7E-19	5.9E-16	Hyaluronoglucosaminidase 1	
	Trib3		2.6	5.1E-19	5.9E-16	Tribbles homolog 3 (Drosophila)	
	Ppap2b		2.7	4.9E-19	5.9E-16	Phosphatidic acid phosphatase type 2B	
	Chac1		2.9	3.6E-19	5.9E-16	ChaC, cation transport regulator-like 1 (E. coli)	
	Ly6a		−2.2	6.7E-19	6.2E-16	Lymphocyte antigen 6 complex, locus A	
Experiment 2	Ccr5	−2.9		3.8E-16	2.8E-12	Chemokine (C-C motif) receptor 5	
	Ccr5	−3.0		6.0E-16	2.8E-12	Chemokine (C-C motif) receptor 5	
	Ifit3	−3.3		7.1E-16	2.8E-12	Interferon-induced protein with tetratricopeptide repeats 3	
	Fcgr1	−2.0		1.2E-15	3.7E-12	Fc receptor, IgG, high affinity I	
	Ccr5	−2.9		1.8E-15	4.4E-12	Chemokine (C-C motif) receptor 5	
	P2ry14	−1.9		3.2E-15	6.4E-12	Purinergic receptor P2Y, G-protein coupled, 14	
	Trib3	3.7		4.8E-15	8.1E-12	Tribbles homolog 3 (Drosophila)	
	Ifit3	−3.2		6.4E-15	9.6E-12	Interferon-induced protein with tetratricopeptide repeats 3	
	Ly6a	−3.9		7.4E-15	9.8E-12	Lymphocyte antigen 6 complex, locus A	
	Vegfa	2.7		9.9E-15	1.2E-11	Vascular endothelial growth factor A	

# The fold change after cholesterol loading is represented as the β-coefficient for the fitted linear model.Positive log2 fold change, transcript expressed higher in response to cholesterol loading; negative log2 fold change, transcript expressed lower upon cholesterol loading.

* FDR adjusted p-value based upon permutation.

#### Experiment 2 samples

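With the 2 doubted AKR arrays left out, loaded AKR macrophages of experiment 2 raised Slc7a5, a transporter of large neutral amino acids, by 3.18 ± 0.15 log2 (adjusted p = 1.16e-09) and Fblim1, a filamin-binding protein, by 2.77 ± 0.15 (adjusted p = 5.50e-09). The mitochondrial nucleotide carrier Slc25a33 rose by 1.77 ± 0.10 (adjusted p = 7.68e-09). Fcgr1, the high-affinity Fc receptor, fell by 2.10 ± 0.088 (adjusted p = 3.95e-10) and the interferon-induced GTPase Igtp by 2.09 ± 0.11 (adjusted p = 2.83e-09). In the labelled groups none of these was called, with Slc7a5 at 1.70 ± 0.64, adjusted p = 0.360. No DBA/2 array is in doubt, but the fit shares one estimate of spread over all groups, which the doubted AKR arrays widen. By the labels, in DBA/2 cells Abcb4, a phospholipid transporter, rose by 2.27 ± 0.15 (adjusted p = 1.47e-07) and Bdh2, a short-chain dehydrogenase, by 1.73 ± 0.13 (adjusted p = 4.77e-07). Slfn1, of the Schlafen family, fell by 2.71 ± 0.15 (adjusted p = 3.00e-08), the Fc receptor Fcgr4 by 1.61 ± 0.12 (adjusted p = 3.79e-07) and the prothrombinase-like Fgl2 by 2.24 ± 0.18 (adjusted p = 7.03e-07). By the labels, limma called 0 probes for loading in AKR cells, with 1,877 at an unadjusted p under 0.05, and 1,077 in DBA/2 cells. In the 14 remaining arrays it called 2,557 in AKR cells and 2,494 in DBA/2 cells.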

A similar number of significantly differentially expressed transcripts were found in macrophages in response to cholesterol loading (3,308 transcripts; FDR adjusted p-value<0.01; Table 2, Table S6). 

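Oit3, which encodes a zona pellucida domain protein, rose by 1.56 ± 0.12 log2 (adjusted p = 5.63e-07) in loaded DBA/2 cells, and Gpc1, the heparan sulfate proteoglycan glypican 1, by 1.69 ± 0.14 (adjusted p = 7.70e-07). Ccl7 fell by 2.54 ± 0.20 (adjusted p = 6.04e-07) there. Among DBA/2 arrays 157 probes rose and 230 fell by 2-fold or more. In AKR cells of the labelled groups no probe could pass, since limma called none there. Without the doubted arrays 246 rose and 345 fell by 2-fold or more in AKR cells, together 591. One of them was Plin2, a coat protein of lipid droplets, which rose by 2.56 ± 0.19 (adjusted p = 5.92e-08).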

Of the 567 differentially expressed transcripts with a 2-fold or higher change, 236 transcripts were up-regulated upon cholesterol loading versus 331 that were down-regulated in one or both strains.

#### Combined results and discussion

The cholesterol loading effect on gene expression was largely reproducible in both experiments, despite microarray platform differences. 

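Sqstm1, the autophagy receptor p62, rose in loaded AKR macrophages of experiment 1 (log2 1.08 ± 0.068, adjusted p = 4.05e-12) and of experiment 2 with the doubted AKR arrays left out (1.62 ± 0.13, adjusted p = 1.33e-07). Clec4a3, which fell in experiment 1, fell in those arrays too (-2.24 ± 0.17, adjusted p = 9.87e-08), as did Gja1 (-1.71 ± 0.11, adjusted p = 1.93e-08). By the labels no gene could be called in both, since none passed for AKR loading in experiment 2. Without the 2 arrays, 978 of 7,208 genes measured in both tables were called in both, where 579 would be by chance (Fisher's exact test, p = 5.08e-118). Of these, 427 rose in both, 494 fell in both and 57 went in opposite directions. For loading in DBA/2 cells, the labelled groups gave 289 genes called in both experiments, 276 of them in the same direction (101 by chance, Fisher's exact test, p = 9.33e-78). Without the doubted AKR arrays, which widen the shared estimate of spread, 554 were called in both and 523 in the same direction.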

There were 2,475 cholesterol regulated transcripts with identical probes on the two array platforms, and of these, 1140 transcripts were significantly regulated by cholesterol loading in both experiments (Table S7). The cholesterol-loading induced fold changes of these transcripts were also well correlated between the two experiments (R^2^ = 0.68, Figure S2).

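Slc7a11, the cystine importer, rose more in AKR cells of experiment 2 without the doubted arrays (log2 3.01 ± 0.22, adjusted p = 5.51e-08) than in experiment 1 (0.33 ± 0.069, adjusted p = 3.63e-04). Cox6a2, a subunit of cytochrome c oxidase, likewise rose by 1.45 ± 0.16 (adjusted p = 5.58e-06) and 0.57 ± 0.081 (adjusted p = 3.33e-06). Over the genes called in both, the AKR loading values of these arrays correlated with experiment 1 at r = 0.831 (jackknife SE 0.0173), an R² of 0.691. Over all genes measured in both tables, R² was 0.380 for these arrays and 0.318 for the labelled groups. For DBA/2 loading by the labels r was 0.516 (jackknife SE 0.0216) over all genes and 0.812 (jackknife SE 0.0499) over those picked as called in both experiments.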

Transcripts that were significantly up-regulated in response to cholesterol loading in both experiments include: tribbles homolog 3 (*Trib3*), hyaluronoglucosaminidase 1 (*Hyal1*), vascular endothelial growth factor A (*Vegfa*), etc. 

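Trib3, a pseudokinase of the stress response, rose by 2.62 ± 0.091 log2 (adjusted p = 9.52e-17) in loaded AKR macrophages of experiment 1, and Hyal1, a lysosomal hyaluronidase, by 2.26 ± 0.080 (adjusted p = 1.11e-16). The angiogenic growth factor Vegfa rose less, by 0.30 ± 0.078 (adjusted p = 0.00333). In experiment 2 without the doubted AKR arrays, Vegfa rose by 3.69 ± 0.22 (adjusted p = 8.18e-09) and Hyal1 by 1.30 ± 0.15 (adjusted p = 9.37e-06). The labelled groups did not call them, with Vegfa at 1.90 ± 0.78, adjusted p = 0.360 and Hyal1 at 0.66 ± 0.30, adjusted p = 0.360. Hyal1 rose by 0.64 ± 0.080 (adjusted p = 2.05e-06) in DBA/2 cells of experiment 1, and Vegfa was not called there (-0.11 ± 0.078, adjusted p = 0.342). With the doubted arrays left out of the experiment 2 fit, Vegfa was called in DBA/2 cells (2.08 ± 0.19, adjusted p = 5.27e-07).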

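Ifit3, an interferon-induced antiviral protein, fell by 1.65 ± 0.095 log2 (adjusted p = 5.95e-13) in loaded AKR macrophages of experiment 1 and by 1.45 ± 0.095 (adjusted p = 4.44e-11) in DBA/2 cells. Irf7, the transcription factor that amplifies interferon signals, fell by 1.23 ± 0.081 (adjusted p = 7.78e-12) in AKR cells, and Mx2, an antiviral GTPase, by 1.10 ± 0.068 (adjusted p = 1.86e-11) in DBA/2 cells. In experiment 2, Ifit2 fell by 3.84 ± 0.54 (adjusted p = 1.53e-04) in DBA/2 cells. AKR values of Ifit3 were -1.58 ± 0.69, adjusted p = 0.360 in the labelled groups, which was not called, and -3.17 ± 0.16, adjusted p = 2.15e-09 without the doubted arrays. Of 27 interferon-stimulated genes measured in experiment 1, 18 fell in AKR and 21 in DBA/2 cells, and none rose (lists adjusted alone, 19 and 22). Of 35 in experiment 2, 25 fell in DBA/2 cells (32 when adjusted over the list alone). In AKR cells limma called 0 of the 35 by the labels, with 19 at an unadjusted p under 0.05, and 26 without the doubted arrays. romer called the list lower in AKR and DBA/2 cells of experiment 1 (adjusted p = 5.00e-04 and 0.00150, or 0.0214 and 0.00831 with an estimated correlation). Ly6a was not named in the annotation used here.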

Transcripts that were significantly down-regulated in both experiments include: chemokine (C-C motif) receptor 5 (*Ccr5*), lymphocyte antigen 6 complex, locus A (*Ly6a*), interferon-induced protein with tetratricopeptide repeats 3 (*Ifit3*), etc. The related purinergic receptors *P2ry13* and *P2ry14* were also down regulated in both experiments, with *P2ry13* identified as the most significantly altered transcript in response to cholesterol loading in experiment 1, while *P2ry14* was identified among the top 10 most significant transcripts in experiment 2. 

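P2ry13, a receptor for ADP, fell by 2.79 ± 0.089 log2 (adjusted p = 4.49e-17) in loaded AKR cells of experiment 1 and by 0.91 ± 0.089 (adjusted p = 5.02e-08) in DBA/2 cells. P2ry14, a receptor for UDP-glucose, fell by 1.54 ± 0.075 (adjusted p = 3.06e-14) in AKR cells. In experiment 2, P2ry13 fell by 2.81 ± 0.55 (adjusted p = 0.00241) in DBA/2 cells. By the labels, neither was called in AKR cells (-1.25 ± 0.55, adjusted p = 0.360 and -0.98 ± 0.40, adjusted p = 0.360). Without the doubted AKR arrays P2ry13 fell by 2.53 ± 0.14 (adjusted p = 6.50e-09) there and P2ry14 fell by 1.90 ± 0.087 (adjusted p = 9.82e-10). P2ry13 had the smallest p of all genes that fell in AKR cells of experiment 1, and P2ry14 the second smallest of those that fell in the 14 remaining arrays of experiment 2.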

*P2ry14* encodes for a G-protein coupled receptor expressed in a subpopulation of bone-marrow hematopoietic stem cells [29]. *P2ry13* has been shown to play a role in hepatic uptake of holo-HDL particles, particularly in SR-BI deficient liver cells; and, *P2ry13* knockout mice are reported to have decreased reverse cholesterol transport [30]. However, whether *P2ry13* deficiency has an effect on plasma HDL levels in mice is controversial [30], [31]. The most significantly altered transcript in response to cholesterol loading in experiment 2 was chemokine (C-C motif) receptor 5 (*Ccr5*), which was down-regulated by this treatment. Emerging evidence from both human and mouse studies supports important role(s) played by the *Ccr5* receptor and its ligand *Ccl5* in atherogenesis, a detailed description of which is provided in a recent review by Jones *et al.* [32].

#### Gene set enrichment analysis

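Aminoacyl-tRNA synthetases, which charge tRNAs with amino acids, rose in loaded AKR macrophages of experiment 1, among them Aars (0.81 ± 0.060, adjusted p = 5.71e-11, log2) and Sars (0.81 ± 0.068, adjusted p = 6.03e-10). Class II MHC genes, which present peptides to T cells, fell, among them Cd74 (-1.57 ± 0.079, adjusted p = 5.56e-14) and H2-Eb1 (-1.61 ± 0.10, adjusted p = 3.76e-12). Of 12 synthetases measured, 8 rose and none fell in AKR cells (8 and 0 when adjusted over the list alone), and romer called the list higher (adjusted p = 5.00e-04). Of 7 class II genes, 6 fell in AKR cells and 5 in DBA/2 cells (6 and 6 when adjusted over the list alone), and romer called the list lower in both strains (adjusted p = 5.00e-04 and 0.00180, or 0.0106 in DBA/2 cells with an estimated correlation). Chemokines and their receptors changed in both directions, with 4 of 20 higher and 9 lower in loaded AKR cells (adjusted p = 5.00e-04, or 0.483 with an estimated correlation). In the labelled AKR groups of experiment 2, limma called 0 of 18 synthetases, with 6 at an unadjusted p under 0.05, and 0 of 7 class II genes, with 6 at an unadjusted p under 0.05. Over the other 14 arrays, 12 of 18 synthetases rose and 6 of 7 class II genes fell in AKR cells. romer called the synthetases higher and the class II genes lower there (both adjusted p = 4.43e-04, or 0.0262 for the class II genes with an estimated correlation).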

Eight pathways were significantly enriched in transcripts regulated by cholesterol loading in both experiments: lysosome, cytokine-cytokine receptor interaction, primary bile acid biosynthesis, allograft rejection, aminoacyl tRNA biosynthesis, autoimmune thyroid disease, hematopoietic cell lineage, and type I diabetes mellitus (permutation test p-value<0.0001, Table S4). We looked more carefully at the lysosome pathway because it had the highest number of genes involved and of the recent discovery that macrophage cholesterol ester is mobilized for efflux via autophagy, with the cholesterol ester hydrolyzed by lysosomal acid lipase [7]. 

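V-ATPase subunits, which build the proton pump of the lysosome, rose in loaded AKR macrophages of experiment 1, led by Tcirg1 (log2 1.26 ± 0.075, adjusted p = 1.22e-12) and Atp6v1c1 (0.84 ± 0.064, adjusted p = 9.98e-11). Acid hydrolases went in both directions, with the protease Ctsk higher (1.30 ± 0.082, adjusted p = 3.75e-12) and the protease Ctsc lower (-1.15 ± 0.065, adjusted p = 4.40e-13). Of 14 V-ATPase subunits, 10 rose and none fell (12 and 0 when adjusted over the list alone), and romer called them higher (adjusted p = 5.00e-04, or 0.0410 with an estimated correlation). The pump subunits were not called as a list in DBA/2 cells of experiment 1 (adjusted p = 0.0509) or in AKR cells of experiment 2 by the labels (adjusted p = 0.0502), where limma called 0 of 16 subunits, with 5 at an unadjusted p under 0.05. They were called higher without the doubted arrays (adjusted p = 4.43e-04, or 0.0157 with an estimated correlation), with 10 of 16 up. Among 39 hydrolases, 10 rose and 6 fell (10 and 6 when adjusted over the list alone), which romer called as a change in both directions (adjusted p = 0.00727, or 0.941 with an estimated correlation). Of the 56 genes of the paper's Table 3 that were measured, 38 were called in AKR cells, 21 higher and 17 lower. Since the study chose those genes for their loading response, this is not independent evidence. In experiment 2, limma called 0 of 57 Table 3 genes by the labels, with 15 at an unadjusted p under 0.05, and 26 with the doubted AKR arrays left out. There 16 genes were called in both experiments, 13 of them in the same direction.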

The number of significant cholesterol regulated transcripts in this pathway was 43 and 45 in experiment 1 and 2, respectively (Table 3), with 25 in common in both experiments. GSEA allows both the few strongly differentially expressed transcripts and the many weakly differentially expressed transcripts to factor into the enrichment analysis. Thus, most of the lysosomal pathway genes in Table 3 are only modestly regulated by cholesterol loading. Nevertheless, many minor changes in gene expression in the same pathway may add up to a large overall effect in that pathway, in this instance lysosome function.

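Most lysosomal genes changed by less than 2-fold in AKR cells of experiment 1, such as the sorting subunit Ap3d1 (log2 0.45 ± 0.069, adjusted p = 1.03e-05) and Gnptab, which marks hydrolases for the lysosome (0.59 ± 0.069, adjusted p = 2.02e-07). The V-ATPase subunit Atp6v0b also rose by less (0.49 ± 0.066, adjusted p = 1.45e-06). Of the Table 3 genes called in AKR cells, 33 changed by less than 2-fold. Among those called in experiment 2 without the doubted arrays, 23 did so.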

**Table 3:** Significantly regulated transcripts upon cholesterol loading involved in lysosome pathway, ranked by fold change (loaded/unloaded).

Expt. 1 Gene Symbol	AKR Log2 Fold Change#	DBA Log2 Fold Change*	Adjusted P-Value	Expt. 2 Gene Symbol	AKR Log2 Fold Change#	DBA Log2 Fold Change*	Adjusted P-Value
Hyal1	2.3	0.6	5.9E-16	Hyal1	1.3	1.1	2.8E-07
Igf2r	1.4	0.6	2.3E-12	Atp6v1h	0.8	0.7	1.0E-06
Ctsk	1.3	0.4	9.6E-12	Sort1	0.8	1.6	4.8E-05
Tcirg1	1.3	0.2	2.9E-12	Gla	0.7	0.0	5.9E-04
Ctsb	0.9	0.1	1.1E-08	Ctsl	0.7	0.3	5.0E-04
Gla	0.7	0.1	1.5E-06	Ctsz	0.7	0.3	9.3E-05
Naglu	0.7	0.1	2.8E-08	Igf2r	0.6	1.3	2.2E-04
Gga2	0.7	0.3	1.8E-09	Cltb	0.6	0.3	1.2E-04
Cd68	0.6	0.1	8.6E-05	Mcoln1	0.6	0.5	8.6E-05
Gnptab	0.6	0.1	2.0E-07	Slc11a1	0.6	0.5	1.2E-05
Slc17a5	0.6	−0.1	1.5E-06	Dnase2a	0.6	0.5	8.2E-05
Cln5	0.6	0.3	6.8E-08	Tcirg1	0.6	0.6	2.0E-05
Atp6v0b	0.5	0.2	1.2E-06	Cln5	0.6	0.3	4.1E-05
Ctsz	0.5	0.2	6.8E-07	Ctsa	0.5	0.0	7.9E-03
Ctns	0.5	−0.1	6.9E-05	Ap1s1	0.5	0.3	1.9E-03
Ap3d1	0.5	−0.1	8.8E-06	Atp6v0a2	0.5	0.1	1.1E-04
Neu1	0.4	0.1	2.9E-04	Atp6v0d1	0.5	0.1	4.0E-04
Mcoln1	0.3	0.1	4.2E-04	Cd68	0.5	0.6	5.0E-03
Ctsd	0.3	0.1	9.3E-04	Gaa	0.4	0.3	5.8E-03
Abca2	0.3	0.1	5.9E-04	Gba	0.3	0.3	2.1E-03
Manba	0.3	0.1	3.2E-03	Psap	0.3	0.4	2.3E-03
Dnase2a	0.3	0.0	1.4E-03	Glb1	−0.3	0.1	3.4E-03
Ap1s1	0.3	0.4	1.1E-03	Lgmn	−0.4	−0.2	2.7E-03
Atp6v0a1	0.2	0.2	5.2E-03	Man2b1	−0.4	0.3	4.6E-04
Psap	0.2	0.0	5.1E-03	Ap4m1	−0.4	−0.3	5.0E-03
Acp2	−0.3	−0.1	2.1E-03	Pla2g15	−0.4	−0.2	2.5E-04
Ap4m1	−0.3	0.1	1.4E-03	Lamp2	−0.4	−0.7	7.8E-04
Ap1b1	−0.3	−0.2	2.2E-03	Ap3m2	−0.4	−0.3	4.1E-04
Ap3m2	−0.3	0.2	2.1E-03	Arsb	−0.4	0.1	6.8E-03
Ppt2	−0.3	0.0	1.0E-04	Smpd1	−0.5	−0.5	4.4E-03
Ctsh	−0.4	−0.1	2.2E-05	Acp2	−0.5	−1.0	2.5E-04
Sort1	−0.4	−0.3	5.6E-04	Clta	−0.5	−0.1	1.3E-05
Ap4s1	−0.4	0.0	1.5E-05	Ctss	−0.5	0.1	2.7E-03
Asah1	−0.5	−0.9	1.8E-03	Ctsf	−0.5	−0.2	4.6E-03
Clta	−0.5	0.3	1.6E-03	Manba	−0.6	0.1	3.5E-05
Lamp2	−0.5	0.0	4.6E-06	Sgsh	−0.6	0.4	3.7E-03
Slc11a1	−0.5	−0.2	1.6E-06	Gusb	−0.6	−0.2	2.3E-04
Ap1s2	−0.5	0.1	2.6E-06	Ppt1	−0.7	−0.5	4.1E-05
Napsa	−0.5	−0.1	3.1E-07	Ctsc	−0.7	−1.4	1.2E-04
Ctse	−0.7	−0.4	7.7E-08	Hgsnat	−0.8	−0.4	5.4E-05
Ppt1	−0.7	−0.3	1.4E-08	Ids	−0.8	−0.5	6.7E-07
Laptm4a	−0.8	−0.3	1.1E-08	Ctse	−0.8	−0.8	4.0E-07
Ctsc	−1.2	−0.1	8.9E-13	Asah1	−0.9	−1.1	6.9E-06
				Napsa	−0.9	−0.1	8.0E-06
				Ctsc	−1.2	−1.6	1.7E-08
				Ap1b1	−1.3	−0.3	9.9E-10

The 25 overlapping genes between the two experiments are shown in bold.

# Calculated as log2 of AKR loaded/AKR unloaded average expression, positive numbers higher in loaded, negative numbers higher in loaded.

* Calculated as log2 of DBA loaded/DBA unloaded average expression

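Hgsnat, a lysosomal acetyltransferase, fell in loaded AKR macrophages of experiment 1 (log2 -0.86 ± 0.091, adjusted p = 3.42e-08), and its response differed between the strains (interaction 0.49 ± 0.13, adjusted p = 0.00627). Igf2r differed between the strains as well (interaction -0.77 ± 0.11, adjusted p = 2.12e-05), as did Tcirg1 (-1.04 ± 0.11, adjusted p = 9.86e-08). All of the Table 3 genes called in AKR cells of experiment 1 had a larger absolute response in AKR than in DBA/2 cells, and 23 of them had a called interaction. Selecting genes by their AKR response favours AKR, so genes called by the F-test over both strains were counted too. Table 3 was itself picked by the loading coefficient, which is the AKR response, so the F-test does not remove this bias. Of 40 Table 3 genes it called, 36 responded more in AKR and 4 more in DBA/2 cells, and none of those 4 had an interaction. In experiment 2 by the labels, the F-test called 8 genes, all with a larger response in DBA/2 cells, and 1 had an interaction. The doubted arrays pull the labelled AKR groups together, so this tally does not compare the strains. Hyal1 in AKR cells, for example, was at 0.66 by the labels and 1.30 without them. With the 2 arrays left out the F-test called 33, of which 21 responded more in AKR cells (4 with an interaction) and 12 more in DBA/2 cells (2 with an interaction). The 4 lysosomal lists share genes with Table 3 but were not picked by these calls. Over them the F-test called 55 genes in experiment 1, 47 with a larger response in AKR and 8 in DBA/2 cells. In experiment 2 without the doubted arrays it called 48, 29 larger in AKR and 19 in DBA/2 cells.

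**Figure D1:**
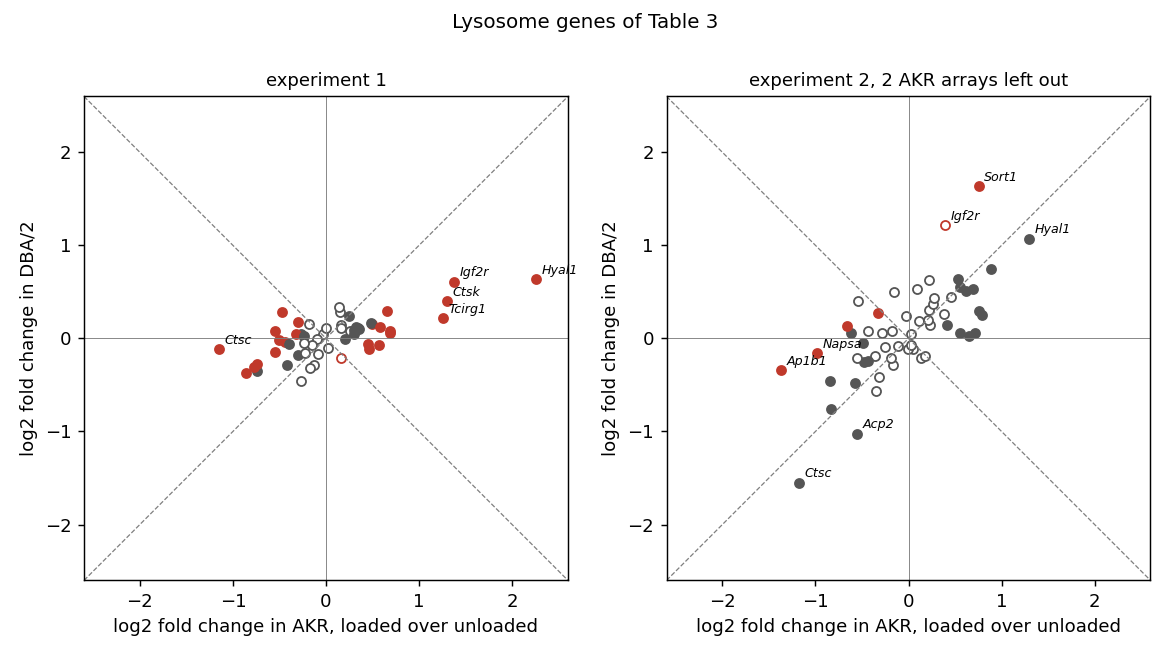
Loading responses of the Table 3 genes in AKR cells (horizontal) and DBA/2 cells (vertical) as log2 fold changes. Filled points were called in AKR cells, red points had a called interaction, and the dashed diagonals mark responses of equal size.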

Most of the lysosome pathway genes regulated by cholesterol showed a larger fold change in macrophages from the atherosclerosis resistant AKR than the susceptible DBA/2 strain, and a systematic analysis of the strain-cholesterol loading interaction is provided below. These experimental-validated regulated transcripts include the following lysosomal acid hydrolases: 1) proteases represented by cathepsins (*CtsC, CtsE* and *CtsZ*); 2) the peptidase napsin (*Napsa*); 3) glycosidases (*Hyal1* and *Gla*); 4) palmitoyl-protein thioesterase (*Ppt1*); 5) phosphatase (*Acp2*); and 6) ceramidase (*Asah1*). 

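Ctse, cathepsin E, fell by 0.74 ± 0.080 log2 (adjusted p = 5.77e-08) in loaded AKR cells of experiment 1 and Ctsz, cathepsin Z, rose by 0.49 ± 0.063 (adjusted p = 8.51e-07). Napsa fell by 0.54 ± 0.066 (adjusted p = 3.31e-07), the galactosidase Gla rose by 0.69 ± 0.091 (adjusted p = 1.23e-06) and the thioesterase Ppt1 fell by 0.74 ± 0.073 (adjusted p = 1.08e-08). Without the doubted AKR arrays of experiment 2, Ctsc changed by -1.18 ± 0.12, adjusted p = 1.43e-06, Ctse by -0.83 ± 0.11, adjusted p = 2.23e-05 and Ctsz by 0.79 ± 0.11, adjusted p = 6.77e-05. Napsa was at -0.98 ± 0.12, adjusted p = 1.37e-05 in those arrays, Gla at 0.65 ± 0.16, adjusted p = 0.00716 and Ppt1 at -0.57 ± 0.12, adjusted p = 0.00142. Acp2, acid phosphatase 2, was not named in the annotation used here for experiment 1 and fell by 0.55 ± 0.11 (adjusted p = 0.00128) in those arrays. Probes of the ceramidase Asah1 differed, and its brightest was called neither in AKR cells of experiment 1 nor in those arrays (-0.091 ± 0.065, adjusted p = 0.282 and 0.028 ± 0.092, adjusted p = 0.863). Its second brightest kept probe fell in both (-0.46 ± 0.11, adjusted p = 0.00184 and -0.88 ± 0.14, adjusted p = 1.55e-04). romer called the hydrolases in both directions there (adjusted p = 4.43e-04, or 0.303 with an estimated correlation), with 6 of 44 higher and 10 lower. In the labelled groups, limma called 0 of 44 hydrolases, with 10 at an unadjusted p under 0.05.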

Point mutations in the *ASAH1* gene leads to the lysosomal storage disorder Farber disease; and, *Asah1+/−* mice develop an advanced lipid storage disease in many organs, most prominently in liver [33]. The conserved set of cholesterol regulated genes also includes: 1) several major and minor lysosomal membrane proteins (*Lamp2, Cd68* and *Cln5*); 2) adapter-related protein complex subunits beta, mu and sigma (*Ap3d1, Ap3m2* and *Ap1s1*) that are involved in the transport between lysosomes and Golgi; 3) sortilin 1 (*Sort1*); and 4) mucolipin1 *(Mcoln1)*. Of these non-hydrolytic lysosomal pathway genes, two stood out as potentially relevant to atherosclerosis *Mcoln1*and *Sort1*. 

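Lamp2, a major protein of the lysosomal membrane, fell by 0.50 ± 0.073 log2 (adjusted p = 4.96e-06) in loaded AKR cells of experiment 1. Ap3m2, a subunit of the AP-3 adaptor, fell by 0.30 ± 0.077 (adjusted p = 0.00255) there and by 0.48 ± 0.10 (adjusted p = 0.00243) in experiment 2 without the doubted arrays. In those arrays the brightest probes of Lamp2 (-0.19 ± 0.12, adjusted p = 0.277) and Ap3d1 (0.22 ± 0.13, adjusted p = 0.254) were not called. For Ap1s1, of the AP-1 adaptor, the brightest probe was not called in either (0.15 ± 0.065, adjusted p = 0.0600 and 0.24 ± 0.13, adjusted p = 0.211). Another probe of Ap1s1 rose in both (0.27 ± 0.066, adjusted p = 0.00153 and 0.56 ± 0.12, adjusted p = 0.00263). Among 30 membrane and transport proteins in experiment 1, 9 rose and 5 fell (9 and 5 when adjusted over the list alone), and romer called both directions (adjusted p = 0.00720, or 0.941 with an estimated correlation). Of 19 adaptor and clathrin subunits, 3 rose and 7 fell (3 and 7 when adjusted over the list alone), called in both directions too (adjusted p = 5.00e-04, or 0.877 with an estimated correlation). By the labels of experiment 2, limma called 0 of 27 membrane proteins, with 1 at an unadjusted p under 0.05, and 0 of 16 adaptors, with 2 at an unadjusted p under 0.05. With the 2 arrays left out, 4 of 28 membrane proteins rose, and romer called neither list (adjusted p = 0.179 and 0.375). Cd68 was not named in the annotation used here.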

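Mcoln1, a lysosomal calcium channel, rose by 0.34 ± 0.073 log2 (adjusted p = 5.32e-04) in loaded AKR cells of experiment 1, and Sort1, the sorting receptor sortilin, fell by 0.42 ± 0.091 (adjusted p = 6.12e-04). In experiment 2 without the doubted AKR arrays, Mcoln1 rose by 0.70 ± 0.12 (adjusted p = 4.15e-04), and Sort1 rose by 0.75 ± 0.13 (adjusted p = 3.77e-04), opposite to experiment 1. The labelled groups called neither (0.41 ± 0.16, adjusted p = 0.360 and 0.35 ± 0.21, adjusted p = 0.441).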

*Mcoln1* encodes for a protein that co-localizes with endocytosed material that accumulates in lysosomes, and it plays a role in the exit of lipids from the lysosome and the trafficking of MHCII to the plasma membrane [34]. In addition, *Mcoln1*-deficient neurons have defective autophagic flux leading to increased levels of LC3-II and P62 [35]. *Sort1* is a genome wide association study (GWAS) hit for LDL-cholesterol and coronary artery disease, and has been shown to play a role in hepatic apoB lipoprotein secretion and LDL uptake [36].

#### SREBP and LXR motifs in cholesterol regulated transcripts

Since GSEA for sequence motifs was not very informative for the cholesterol loading datasets (data not shown); we examined motifs for two well known sterol regulated transcription factors. The classical example of cholesterol regulation of gene expression involves the down regulation of genes containing the sterol responsive element (SRE). This regulation is mediated by sterol control of sterol regulatory element binding protein (SREBP) processing in the ER and Golgi, such that high sterols repress its processing and low sterols permit its processing into a positively acting transcription factor [37]. Thus, we searched for the V$SREBP1_02 motif (KATCACCCCAC target sequence) motif within 2 kb of the transcription start site among all expressed transcripts in the two experiments. We identified 24 expressed transcripts associated with the V$SREBP1_02 motif in the first experiment. 11 transcripts (46%) were significantly regulated by cholesterol loading with 6 up regulated and 5 down regulated (Table S8). 

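Coro1a, an actin regulator of phagosomes, fell by 1.00 ± 0.064 log2 (adjusted p = 4.54e-12) in loaded AKR cells, and Zfp36l1, which destabilizes mRNA, by 0.76 ± 0.091 (adjusted p = 2.46e-07). Mef2c, a transcription factor also named in Table S8, fell by 1.23 ± 0.076 (adjusted p = 2.46e-12). Baz2a, a chromatin remodelling subunit (0.44 ± 0.074, adjusted p = 3.19e-05), and Zfyve1, a protein of omegasomes (0.33 ± 0.072, adjusted p = 6.77e-04), rose. Only the 16 genes of Table S8 could be tested, since the motif search itself was not repeated. In experiment 1, 12 of them were called, 7 higher and 5 lower (7 and 6 when adjusted over the list alone), and romer called both directions (adjusted p = 5.00e-04, or 0.175 with an estimated correlation). The study listed these genes because they responded, so this is not independent evidence.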

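Dpysl2, a microtubule-binding protein, fell by 1.05 ± 0.10 log2 (adjusted p = 6.09e-07) in loaded AKR cells of experiment 2 with the doubted AKR arrays left out, and Rhog, a small GTPase, by 0.73 ± 0.12 (adjusted p = 1.88e-04). Prkd2, a protein kinase, fell by 0.60 ± 0.10 (adjusted p = 2.44e-04), while Cebpb, a transcription factor of inflammation, rose by 0.53 ± 0.090 (adjusted p = 3.19e-04). By the labels, limma called 0 of 16 Table S8 genes, with 6 at an unadjusted p under 0.05. Without the 2 arrays 2 rose and 8 fell (3 and 8 when adjusted over the list alone), and romer called the list lower (adjusted p = 7.44e-04, or 0.0157 with an estimated correlation).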

In the second experiment, we identified 35 expressed transcripts associated with the V$SREBP1_02 motif, 12 of which (34%) were significantly regulated by cholesterol loading with 4 up regulated and 8 down regulated. 

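Mef2c fell in experiment 2 as in experiment 1 when the doubted arrays were left out (log2 -1.37 ± 0.091, adjusted p = 2.37e-08), and so did Coro1a (-0.81 ± 0.12, adjusted p = 6.69e-05) and Zfp36l1 (-0.89 ± 0.11, adjusted p = 1.14e-05). Gnas, the stimulatory G protein alpha subunit, fell in both (-0.44 ± 0.086, adjusted p = 2.17e-04 and -0.50 ± 0.12, adjusted p = 0.00400). Rhog fell in experiment 1 too (-0.69 ± 0.10, adjusted p = 8.36e-06), and Cebpb rose there (0.29 ± 0.062, adjusted p = 5.47e-04). Srebf2, which encodes SREBP2, rose in experiment 1 (0.48 ± 0.081, adjusted p = 4.13e-05) and fell in those arrays (-0.46 ± 0.11, adjusted p = 0.00455). In all, 8 of the 16 were called in both, 2 higher, 5 lower and 1 opposite. By the labels none could be called in both.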

Seven replicated transcripts with this motif met our criteria for significant regulation by cholesterol loading in both experiments, two up and five down regulated (Table S8); however, the overlap between the two sets of cholesterol regulated SERPB1-associated transcripts was not significantly different compared to the overlap of all cholesterol regulated genes (one-tailed Fisher's exact test, p = 0.15). These seven replicated transcripts are not directly involved in cholesterol biosynthesis. 

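Genes of cholesterol synthesis fell in DBA/2 macrophages of experiment 2, among them Cyp51, which demethylates lanosterol (log2 -1.71 ± 0.20, adjusted p = 2.70e-05), and Sqle, squalene epoxidase (-1.72 ± 0.21, adjusted p = 4.26e-05). In AKR cells Sqle rose in experiment 1 (0.66 ± 0.084, adjusted p = 6.20e-07), and Fdft1, squalene synthase, too (0.79 ± 0.13, adjusted p = 1.70e-05). Stard4, a sterol carrier, fell in AKR cells of experiment 2 without the doubted arrays (-1.50 ± 0.11, adjusted p = 5.95e-08). Of 18 synthesis genes and SREBP2 targets in experiment 1, 6 rose and 4 fell in AKR cells (6 and 4 when adjusted over the list alone), and romer did not call the list (adjusted p = 0.215). Of 17 in experiment 2, 11 fell in DBA/2 cells (12 when adjusted over the list alone), and romer called the list lower (adjusted p = 0.00186, or 0.292 with an estimated correlation). In AKR cells by the labels, limma called 0 of 17 genes, with 1 at an unadjusted p under 0.05, and 5 fell without the doubted arrays (adjusted p = 0.00321, or 0.0645 with an estimated correlation).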

A similar finding was reported in mouse macrophages deficient for SREBP1a, in which the most highly regulated transcripts did not include those coding for classical cholesterol biosynthesis genes [38]. Overall, we were surprised that several of the SREBP motif-containing genes were induced upon loading, a state where SREPB is expected to be low and the SRE containing genes are repressed. However, there are now well known examples of SREBP acting as a transcriptional repressor, such as SREBP repression of IRS2 transcription in liver [39].

The oxysterol activated transcription factor LXR heterodimerizes with RXR and binds to genes harboring LXR responsive elements, often leading to sterol mediated up-regulated gene expression, as demonstrated for *Abca1*, *Abcg1*, and *apoE* [40]. We searched for the LXR DR4 motif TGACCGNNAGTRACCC within 2 kb of the start site of expressed transcripts. We identified 32 expressed transcripts associated with the LXR DR4 motif in the first experiment. 

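Acaca, acetyl-CoA carboxylase, rose by 0.88 ± 0.068 log2 (adjusted p = 1.45e-10) in loaded AKR cells of experiment 1, and Dtx3, a ubiquitin ligase, by 1.04 ± 0.077 (adjusted p = 6.63e-11). Hdac4, a histone deacetylase, rose by 0.69 ± 0.067 (adjusted p = 9.81e-09) and Etv4, a transcription factor, by 0.60 ± 0.088 (adjusted p = 4.80e-06). Nr5a1, a nuclear receptor, fell by 0.54 ± 0.075 (adjusted p = 2.64e-06) and Taf11, a TFIID subunit, by 0.39 ± 0.067 (adjusted p = 5.14e-05). Of 17 measured genes of Table S9, 8 rose and 7 fell (8 and 8 when adjusted over the list alone), and romer called both directions (adjusted p = 5.00e-04, or 0.956 with an estimated correlation). The list was chosen by the study for its loading response and is not independent evidence.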

17 transcripts (53%) were significantly regulated by cholesterol loading with 6 up regulated and 11 down regulated (Table S9). In the second experiment, we identified 31 expressed transcripts associated with the LXR DR4 motif, of which 11 transcripts (55%) were significantly regulated by cholesterol loading with 7 up regulated and 4 down regulated. 

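Bcl3, a regulator of NF-κB, fell in DBA/2 cells of experiment 2 (log2 -1.02 ± 0.18, adjusted p = 0.00102), and Dtx3 rose (1.15 ± 0.18, adjusted p = 3.66e-04). Acsl3, which activates fatty acids, fell in DBA/2 cells (-0.67 ± 0.14, adjusted p = 0.00333). For AKR loading by the labels, limma called 0 of 16 Table S9 genes, with 3 at an unadjusted p under 0.05. With the doubted AKR arrays left out, 5 of 17 rose and 3 fell (8 and 4 when adjusted over the list alone), and romer called both directions (adjusted p = 4.43e-04, or 0.869 with an estimated correlation).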

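Dtx3, Hdac4 and Acaca, which rose in AKR cells of experiment 1, rose in experiment 2 without the doubted arrays too (log2 0.59 ± 0.11, adjusted p = 5.00e-04, 0.79 ± 0.18, adjusted p = 0.00298 and 0.50 ± 0.11, adjusted p = 0.00186). Bcl3 fell in both (-0.39 ± 0.086, adjusted p = 8.55e-04 and -0.72 ± 0.13, adjusted p = 5.25e-04), as did Pias1, a SUMO ligase (-0.36 ± 0.070, adjusted p = 1.94e-04 and -0.46 ± 0.091, adjusted p = 0.00114). Of the Table S9 genes, 8 were called in both, 5 higher and 3 lower, and none by the labels.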

Six transcripts with this motif met our criteria for significant regulation by cholesterol loading in both experiments, two up and four down regulated (Table S9); however, the overlap between the two sets of cholesterol regulated LXR-associated transcripts was not significantly different compared to the overlap of all cholesterol regulated genes (one-tailed Fisher's exact test, p = 0.45). 

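Abcg1, which exports cholesterol to HDL, rose by 0.75 ± 0.058 log2 (adjusted p = 1.71e-10) in AKR and 0.48 ± 0.058 (adjusted p = 1.29e-06) in DBA/2 cells of experiment 1. Stac2, an adaptor protein, rose by 1.03 ± 0.076 (adjusted p = 7.68e-11) and 0.38 ± 0.076 (adjusted p = 7.23e-04). Abcg1 rose by 1.31 ± 0.29 (adjusted p = 0.00544) and Stac2 by 0.98 ± 0.16 (adjusted p = 5.47e-04) in DBA/2 cells of experiment 2. AKR cells by the labels gave 0.55 ± 0.29, adjusted p = 0.398 for Abcg1 and 0.41 ± 0.16, adjusted p = 0.360 for Stac2, neither called. With the doubted arrays left out, both rose, Abcg1 by 1.19 ± 0.13 (adjusted p = 4.54e-06) and Stac2 by 0.68 ± 0.13 (adjusted p = 7.65e-04).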

The two replicated up-regulated genes were *Abcg1* and *Stac2*. 

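Abca1, the transporter that loads cholesterol onto apoA-I, read 99.5 ± 24.5 on the linear scale in unloaded AKR cells of experiment 1 and 101 ± 17.4 after loading. It was called in neither strain there (0.039 ± 0.14, adjusted p = 0.852 in AKR and 0.34 ± 0.14, adjusted p = 0.0825 in DBA/2 cells, log2). In DBA/2 cells of experiment 2 it rose by 0.71 ± 0.14 (adjusted p = 0.00194), from a low 16.0 ± 2.28. Apoe read 275 ± 19.0 in unloaded AKR cells of experiment 1 and 61.8 ± 7.09 in experiment 2, levels of separately normalized tables that cannot be compared. It was not called higher after loading in either strain. The mice lack ApoE, and the paper states that these macrophages do not express the gene. Its values therefore say nothing on LXR, although it stayed in the list of LXR targets. Scd1, Scd2 and Fasn, LXR targets of fatty acid synthesis, rose in AKR cells of experiment 1 (2.22 ± 0.081, adjusted p = 1.73e-16, 1.29 ± 0.078, adjusted p = 1.83e-12 and 1.39 ± 0.085, adjusted p = 1.98e-12). Of 15 LXR targets measured, 7 rose and 3 fell in AKR cells (8 and 3 when adjusted over the list alone), and 7 rose in DBA/2 cells. romer called both directions in AKR cells (adjusted p = 9.00e-04, or 0.111 with an estimated correlation) and the list higher in DBA/2 cells (adjusted p = 0.00318, or 0.0106 with an estimated correlation). In the labelled AKR groups of experiment 2, limma called 0 of 16 genes, with 6 at an unadjusted p under 0.05, and without the doubted arrays 7 rose.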

*Abcg1* is a well-known LXR target gene, but we did not identify *Abca1* another well-known target, and a*poE* is not expressed in our apoE-deficient macrophages. The expression of *Abca1* on our microarrays was very low, possibly due to poor probe design, so we quantified its expression in the experiment 1 samples by qPCR, and determined that it is indeed up-regulated by cholesterol loading in both strains (Figure 2). In a combined ChIP and gene expression study in human THP1 macrophages, LXR agonist treatment was found to lead to widespread up and down regulation of genes adjacent to confirmed LXR binding sites [41], confirming that LXR may act as either a transcriptional activator or repressor.

**Figure 2:**
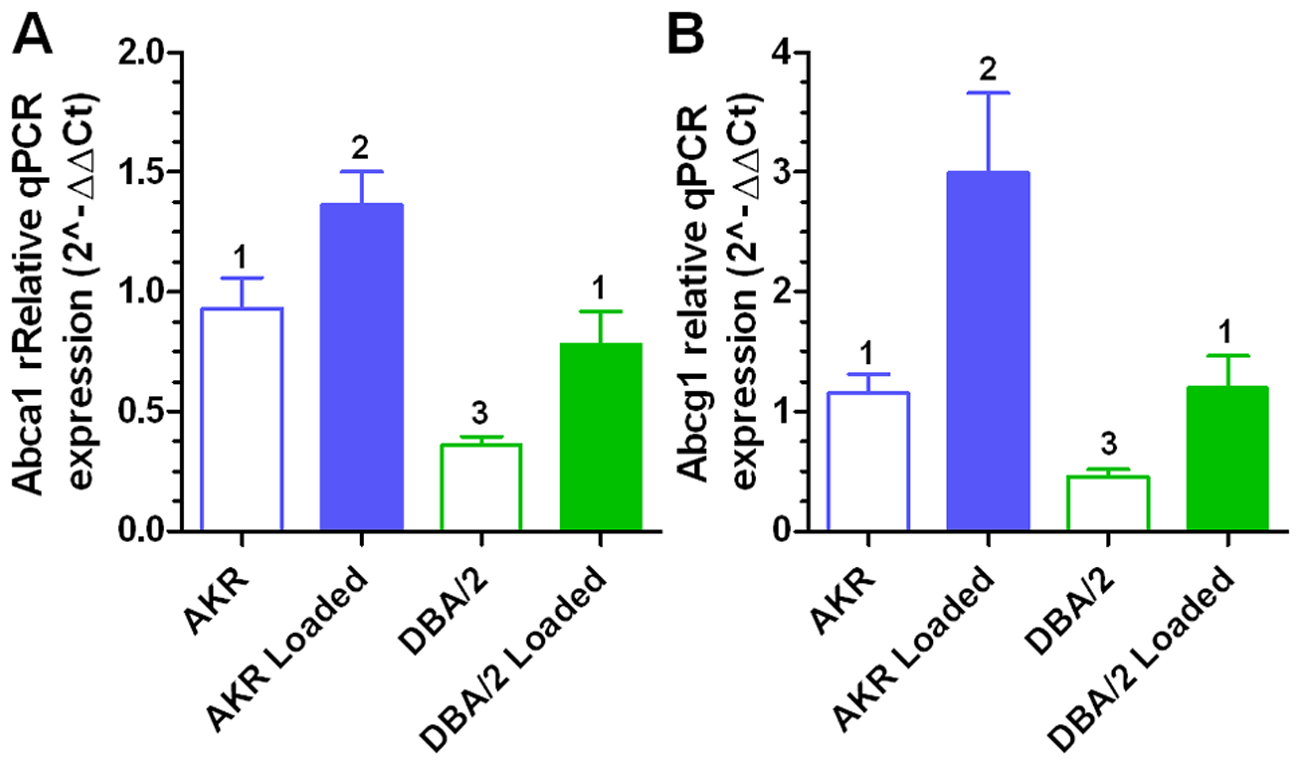
Gene expression and validation of microarray data by quantitative real-time PCR in experiment 1 and 2 macrophages. *Abca1* (A) and *Abcg1* (B) expression was calculated relative to ubiquitin C (*Ubc*) gene expression, an endogenous control whose expression remained unchanged under the conditions of experiment. Values are expressed as mean±SD (N = 4). Different numbers above bars show p<0.001 (A) or p<0.05 (B) by Newman-Keuls ANOVA posttest, while similar numbers above bars show no significant differences.

### Cholesterol loading–strain interaction effect on BMM transcriptome

A fitted linear model using strain and loading as additive covariates was used to identify the transcripts with a significant cholesterol loading-strain interaction effect. This interactive effect identifies transcripts that have different directions or degrees of cholesterol regulation between the two strains, for example, a transcript that is up regulated in AKR and down regulated in DBA/2, or a transcript that is highly up regulated in AKR but only moderately up regulated in DBA/2 and vice-versa.

#### Experiment 1 samples

1,929 probes were identified with a significant loading-strain interaction effect at an FDR adjusted p-value<0.01, with several transcripts independently identified by multiple probes (Table S10). 

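Vwf, which encodes von Willebrand factor, rose in loaded AKR macrophages of experiment 1 (log2 1.97 ± 0.085, adjusted p = 3.01e-15) and was not called in DBA/2 cells (-0.10 ± 0.085, adjusted p = 0.430). Its interaction, the DBA/2 response minus the AKR response, was -2.08 ± 0.12, adjusted p = 1.87e-11. Tgfbi, a secreted matrix protein (1.37 ± 0.084, adjusted p = 4.02e-11), and Dok2, an adaptor of tyrosine kinases (1.37 ± 0.088, adjusted p = 7.48e-11), had positive interactions. limma called 1,980 probes for the interaction, 947 positive and 1,033 negative. Of these, 1,626 (82.1%) responded more in AKR than in DBA/2 cells, and 1,148 had responses of opposite sign. Only 97 of the probes called for loading in both strains went in opposite directions, 33 up in AKR cells and 64 up in DBA/2 cells, and all 97 had an interaction.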

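Slamf9, a receptor of the CD2 family, fell in AKR macrophages from 1,158 ± 198 to 212 ± 12.6 on the linear scale (log2 -2.44 ± 0.092, adjusted p = 2.94e-16). DBA/2 cells read 1,315 ± 115 and 1,465 ± 75.6, which was not called, and the interaction was 2.60 ± 0.13, adjusted p = 2.85e-12. Trib3 rose in AKR cells from 94.6 ± 15.7 to 576 ± 17.1, a factor of 6.09, and in DBA/2 cells from 105 ± 4.51 to 131 ± 14.3. The interaction of Trib3 was -2.30 ± 0.13, adjusted p = 1.20e-11. Dner, a Notch ligand, fell in AKR cells from 106 ± 7.47 to 77.5 ± 6.06 and rose in DBA/2 cells from 109.9 ± 9.50 to 269.7 ± 23.3, a factor of 2.45. Its interaction was 1.75 ± 0.11, adjusted p = 7.48e-11. Chac1, which degrades glutathione, rose by 2.94 ± 0.10 (adjusted p = 9.52e-17) in AKR cells and had an interaction of -2.68 ± 0.14, adjusted p = 5.04e-12. The interactions of Gja1 (1.83 ± 0.11, adjusted p = 2.16e-11), Gadd45a (-1.47 ± 0.095, adjusted p = 7.48e-11) and Il7r (-1.84 ± 0.12, adjusted p = 8.84e-11) were called too, and Gdf15 was not named in the annotation used here.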

The top 10 most significant transcripts for strain-loading interaction effect were: *Slamf9, Chac1, Trib3, Vwf, Gja1, Tgfbi, Dok2, Gadd45a, Gdf15* and *Dner.* The response of three of these transcripts to cholesterol loading in both strains is shown in Figure 3, with *Slamf9* highly down-regulated by loading in AKR (−5.4 fold) and not significantly changed in DBA/2; *Trib3* highly up-regulated in AKR (6.1 fold) and moderately up-regulated in DBA/2 (1.2 fold); and *Dner* down-regulated in AKR (−2.5 fold) and up-regulated in DBA/2 (1.4 fold).

**Figure 3:**
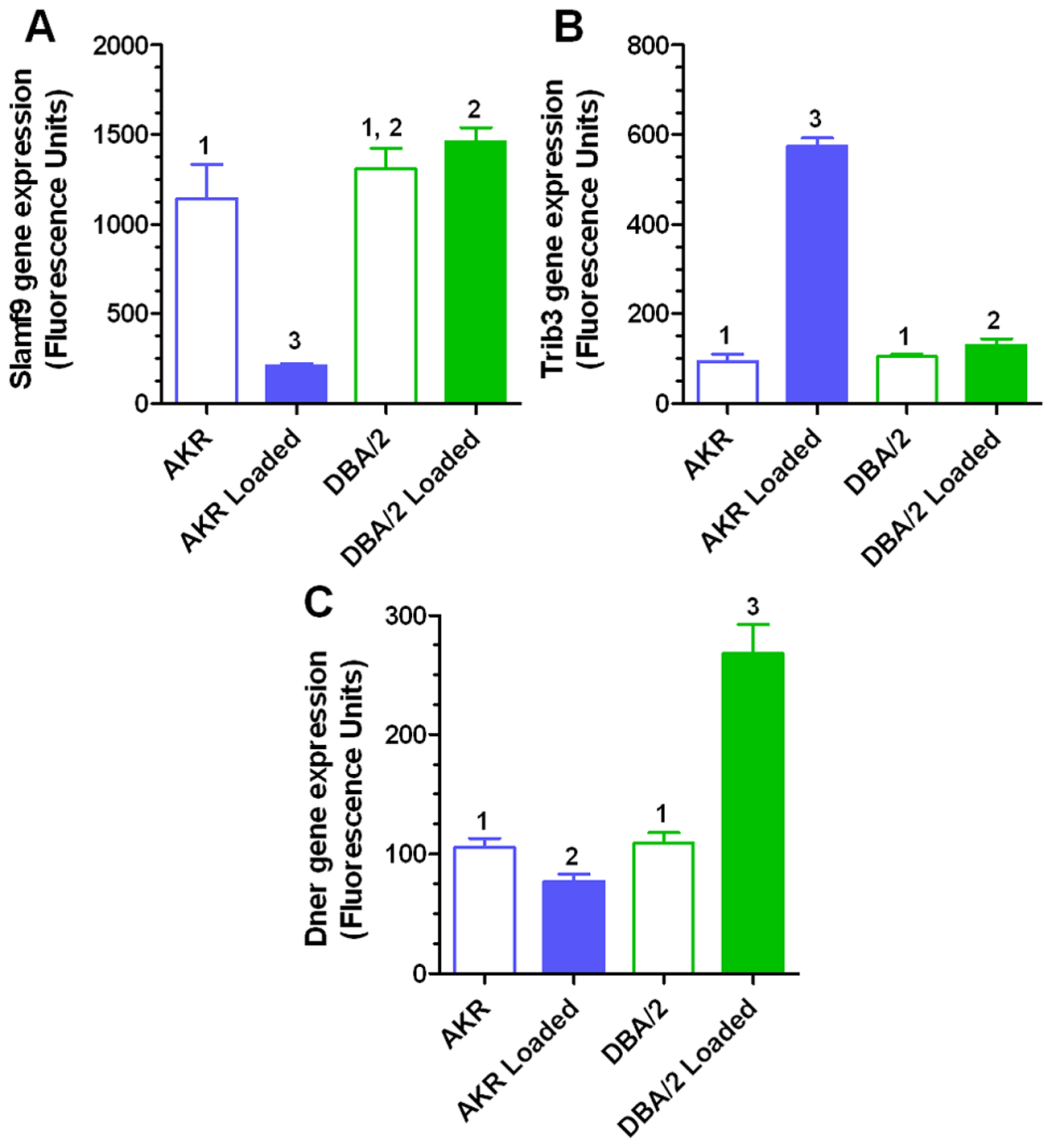
Examples of transcripts with strain-loading interaction effect in experiment 1 samples. Slamf9 (A), Trib3 (B), and Dner (C) expression in unloaded and loaded macrophages. Values are expressed as mean±SD (N = 4). Different numbers above bars show p<0.01 (A), p<0.05 (B, C) by Newman-Keuls ANOVA posttest, while similar numbers above bars show no significant differences.

#### Experiment 2 samples

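Abcb4, which rose in DBA/2 cells of experiment 2, had one of the strongest interactions by the labels (log2 2.22 ± 0.21, adjusted p = 3.03e-05), and so had Fignl1, a DNA repair protein (1.78 ± 0.17, adjusted p = 3.03e-05). Kcnn4, a calcium-activated potassium channel, had a positive interaction (1.17 ± 0.13, adjusted p = 7.82e-05), and Slfn1 a negative one (-2.67 ± 0.21, adjusted p = 8.16e-06). Slfn1 had a strain difference of 4-fold or more but is missing from the paper's Table S2. Its probe may thus read sequence, and not a difference in response. Without the doubted AKR arrays, Tk1, thymidine kinase (2.69 ± 0.21, adjusted p = 1.08e-06), and Top2a, a topoisomerase (1.84 ± 0.16, adjusted p = 2.11e-06), had positive interactions. Negative ones included Slc7a5 (-4.24 ± 0.20, adjusted p = 8.55e-09). limma called 112 probes by the labels, 64 positive and 48 negative, and 711 over the 14 remaining arrays. Of the latter, 427 (60.1%) responded more in AKR cells, and of the former none did. The doubted arrays pull the labelled AKR groups together, so the labelled share does not compare the strains.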

965 probes were identified with a significant loading-strain interaction effect at an FDR adjusted p-value<0.01, with several transcripts independently identified by multiple probes (Table S11). The top 10 most significant probes for strain-loading interaction effect were: *Ddit3, Aqp9, Trib3, Nurp1, Cox6a2, Asns, Ccr5* (represented by three independent probes), and *Slc1a4.* The response of three of these transcripts to cholesterol loading in both strains is shown in Figure 4, with *Ddit3* up-regulated by loading in AKR (3.0 fold), and down-regulated in DBA/2 (−1.4 fold); *Trib3* up-regulated highly in AKR (5.6 fold) and unchanged in DBA/2; and *Ccr5* highly down-regulated in AKR (-7.6 fold) and moderately down-regulated in DBA/2 (−1.6 fold).

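Ddit3, which encodes CHOP, read 147 ± 7.46 in unloaded and 575 ± 56.8 in loaded AKR cells without the doubted arrays, and 354 ± 22.5 and 218 ± 16.6 in DBA/2 cells. By the labels its AKR levels were 239 ± 184 and 468 ± 219. Its interaction was -2.66 ± 0.14, adjusted p = 8.55e-09 (log2) without those arrays and -1.72 ± 0.58, adjusted p = 0.149 by the labels. Aqp9, a channel for glycerol (-3.71 ± 0.19, adjusted p = 8.55e-09), Cox6a2 (-3.18 ± 0.22, adjusted p = 2.96e-07) and Nupr1, a stress-induced nuclear protein (-2.35 ± 0.16, adjusted p = 2.96e-07), had negative interactions in those arrays. So had Asns, asparagine synthetase (-2.69 ± 0.20, adjusted p = 6.51e-07), and Slc1a4, a neutral amino acid transporter (-2.77 ± 0.20, adjusted p = 4.96e-07). By the labels Nupr1 (-2.09 ± 0.22, adjusted p = 6.60e-05) and Cox6a2 (-2.47 ± 0.47, adjusted p = 0.00918) were called, and Asns was not (-1.42 ± 0.79, adjusted p = 0.419).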

**Figure 4:**
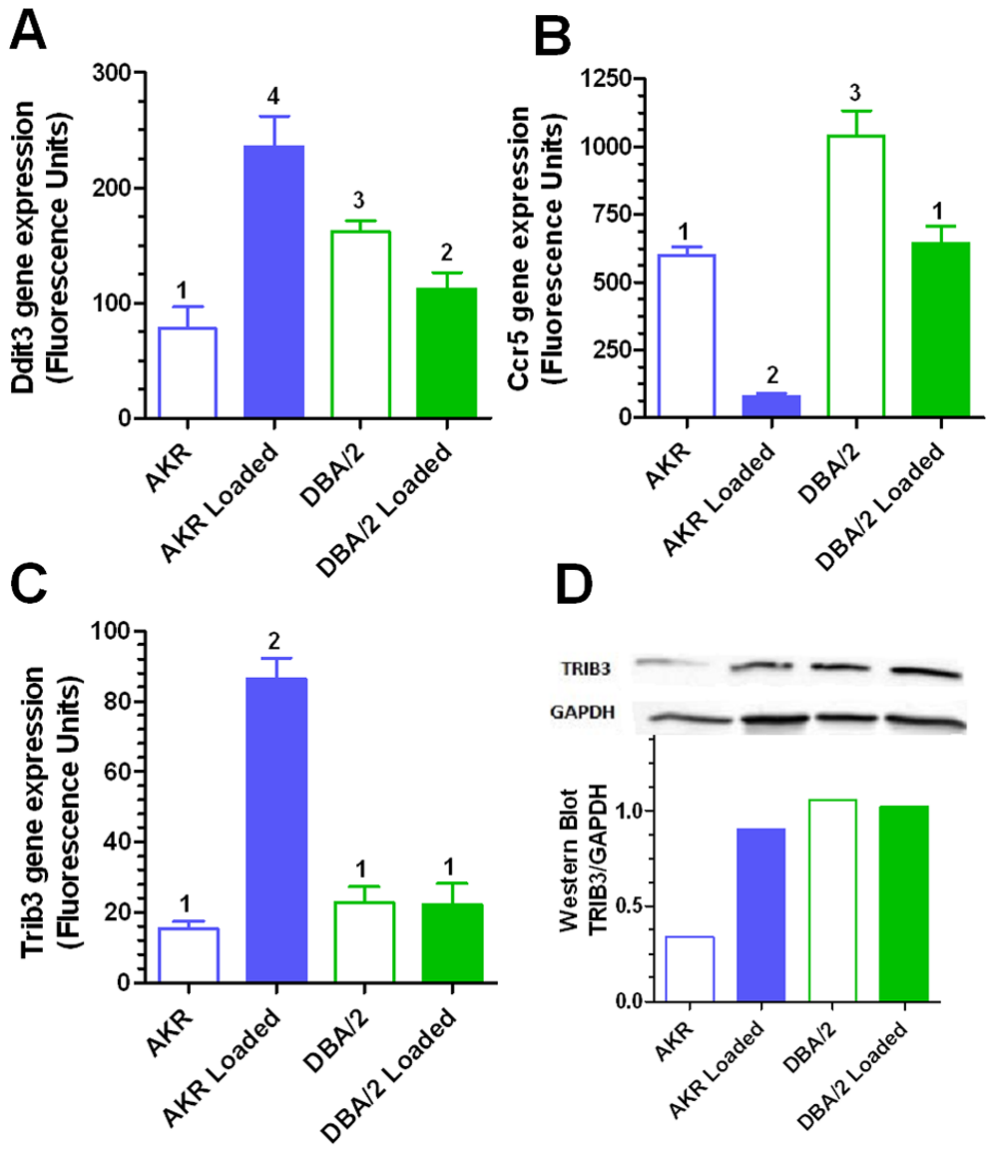
Examples of transcripts with strain-loading interaction effect in experiment 2 samples. Ddit3 (A), Ccr5 (B), and Trib3(C) expression in unloaded and loaded macrophages. Values are expressed as mean±SD (N = 4). Different numbers above bars show p<0.05 (A), p<0.001 (B), or p<0.001 (C) by Newman-Keuls ANOVA posttest, while similar numbers above bars show no significant differences. (D) Proteins isolated from unloaded and cholesterol loaded AKR and DBA/2 BMM were subjected to Western blot analysis, showing TRIB3 band density normalized to GAPDH.

#### Combined results and discussion

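Uhrf1, which maintains DNA methylation in dividing cells, had a positive interaction in experiment 1 (log2 1.71 ± 0.13, adjusted p = 1.19e-09) and in experiment 2 without the doubted arrays (2.61 ± 0.28, adjusted p = 2.27e-05). The replication helicase subunit Mcm5 did too (1.27 ± 0.12, adjusted p = 3.24e-08 and 1.93 ± 0.21, adjusted p = 2.26e-05). By the labels, 33 of the genes measured in both tables were called in both, 21 in the same direction and 12 opposite, where 14.8 would be by chance (Fisher's exact test, p = 1.97e-06). Without the 2 arrays 194 were called in both, 158 in the same direction, where 83.8 would be by chance (Fisher's exact test, p = 5.25e-35). Over all genes measured in both tables the interactions correlated at r = -0.0135 (jackknife SE 0.217) by the labels and 0.236 (jackknife SE 0.0410) without those arrays. Over the genes picked as called in both, r was 0.542 (jackknife SE 0.323) and 0.697 (jackknife SE 0.0774).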

There were 213 probes with highly significant strain-loading interactions that were conserved in both experiments (presented in Table S12). 

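In experiment 1 Ddit3 rose from 316 ± 36.6 to 649 ± 18.5 in AKR cells on the linear scale, and read 438 ± 25.3 and 440.3 ± 15.7 in DBA/2 cells. Its loading response was 1.04 ± 0.074, adjusted p = 2.99e-11 in AKR cells (log2) and 0.0077 ± 0.074, adjusted p = 0.957 in DBA/2 cells. The interaction was -1.04 ± 0.10, adjusted p = 7.71e-08. In AKR cells of experiment 2 without the doubted arrays it rose by 1.97 ± 0.10 (adjusted p = 3.01e-09), and fell in DBA/2 cells by 0.70 ± 0.089 (adjusted p = 2.01e-05).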

*Ddit3,* identified as the transcript with the most significant loading-strain interaction effect in the second experiment samples, was also observed with a significant strain loading effect in the first experiment. This gene encodes the DNA-damage inducible transcript 3 proteins, more widely known as CHOP (C/EBP homologous protein). CHOP is a transcription factor whose expression is up-regulated by endoplasmic reticulum (ER) stress response and the unfolded protein response (UPR), which under prolonged stress can trigger apoptosis [42], [43]. Two other genes known to participate in the ER stress pathway, *Trib3* and *Atf4* [44]–[46], were also among the list of genes with strain-loading interactions in both experiments with similar regulation as seen for *Ddit3*, highly up regulated by cholesterol loading in AKR, and either down regulated or unchanged in loaded DBA/2 cells. 

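Atf4, the transcription factor upstream of CHOP, rose in loaded AKR macrophages of experiment 1 (log2 0.95 ± 0.066, adjusted p = 2.12e-11) with an interaction of -0.86 ± 0.093, adjusted p = 2.47e-07. In experiment 2 without the doubted AKR arrays it rose by 1.14 ± 0.22 (adjusted p = 8.00e-04), with an interaction of -1.31 ± 0.29, adjusted p = 0.00747. Trib3 had an interaction of -2.53 ± 0.20, adjusted p = 1.06e-06 there. Other targets of these factors rose too, such as Asns (1.93 ± 0.075, adjusted p = 4.28e-16) and the glycine transporter Slc6a9 (1.47 ± 0.074, adjusted p = 5.50e-14) in experiment 1. Of 25 genes of the ATF4 and CHOP response measured in experiment 1, 20 rose and 1 fell in AKR cells (20 and 1 when adjusted over the list alone), with a median of 0.57. For DBA/2 cells 3 rose and 3 fell, and 16 had a negative interaction. romer called the list higher in AKR cells (adjusted p = 5.00e-04) and its interaction negative (adjusted p = 0.00112). In AKR cells of experiment 2 by the labels, limma called 0 of 27 genes, with 16 at an unadjusted p under 0.05, and 23 of 28 rose without the doubted arrays, where 20 had a negative interaction (adjusted p = 6.64e-04).

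**Figure D2:**
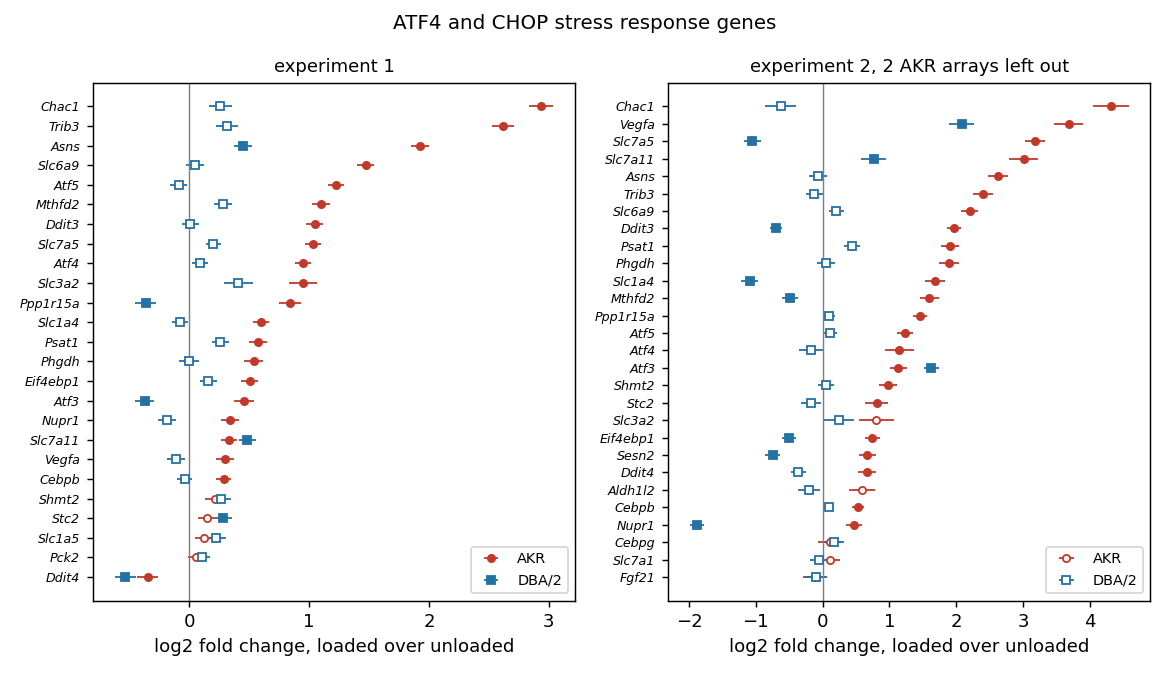
Loading responses of genes of the ATF4 and CHOP stress response in AKR (red circles) and DBA/2 cells (blue squares), experiment 1 on the left and experiment 2 with the 2 doubted AKR arrays left out on the right. Filled symbols had an adjusted p under 0.01, and bars are standard errors.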

Tabas and colleagues have previously shown that free cholesterol loading of macrophages induces ER stress including CHOP production [47], [48]. Thus, our finding of increased expression of ER stress related genes in AKR, the strain with increased free cholesterol loading (Figure 1), fits well with the effects of free cholesterol on ER stress described by Tabas [47], [48].

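Chaperones of the endoplasmic reticulum did not rise together in loaded AKR cells of experiment 1, where Pdia4, a disulfide isomerase, fell (log2 -0.36 ± 0.083, adjusted p = 0.00109) and Syvn1, a ubiquitin ligase of protein quality control, rose (0.25 ± 0.064, adjusted p = 0.00258). In DBA/2 cells of that experiment Hspa5, the chaperone BiP, rose (0.41 ± 0.10, adjusted p = 0.00351), and Herpud1 fell (-0.53 ± 0.092, adjusted p = 1.42e-04). In AKR cells of experiment 2 without the doubted arrays, Hyou1 (0.79 ± 0.11, adjusted p = 3.33e-05) and Dnajb9 (1.04 ± 0.15, adjusted p = 5.38e-05) rose. Of 17 genes of the ATF6 and XBP1 arm measured in experiment 1, 3 rose and 3 fell in AKR cells (3 and 3 when adjusted over the list alone), and romer did not call the list (adjusted p = 0.662). Of 16 in experiment 2, limma called 0 in AKR cells by the labels, with 0 at an unadjusted p under 0.05. Without the doubted arrays 6 rose, and romer called the list higher (adjusted p = 7.44e-04, or 0.0189 with an estimated correlation) and its interaction negative (adjusted p = 6.64e-04). The synthetases that ATF4 also controls had negative interactions in 7 of 12 genes of experiment 1 (adjusted p = 0.00112, or 0.0201 with an estimated correlation). From the higher expression of stress genes in loaded AKR macrophages and the higher free cholesterol of that strain, the paper reasons that the response matches the known effect of free cholesterol on the endoplasmic reticulum.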

ER stress, CHOP, and *Trib3* have previously been implicated in atherosclerosis. In *ApoE−/−* mice fed a western-type diet to induce advanced lesions, CHOP deficiency led to 35% smaller aortic lesions and 50% less plaque necrosis when compared to controls, despite similar levels of plasma lipoproteins (49). Similar results were obtained on the Ldlr-deficient background [49]. Adenoviral knockdown of *Trib3* in *ApoE*-*Ldlr* double knockout also led to smaller aortic lesions [50]. Our finding of *increased* ER stress response gene expression in cholesterol loaded macrophages from the atherosclerosis resistant AKR strain appears to differ from the above findings where *decreased* ER stress response was associated with smaller lesions. There are several potential reasons that might explain this discrepancy. One explanation is that the atherosclerosis studies comparing AKR and DBA/2 strains were performed in chow fed mice at an early time point prior to lesion necrosis, and Tabas has postulated that lesion macrophage apoptosis in early stage atherosclerosis is associated with increased phagocytic clearance of apoptotic cells and diminished lesion progression. Another explanation may be that ER stress can also trigger autophagy, which can be protective against lesion progression [51]. Autophagy also plays a role in cholesterol ester catabolism by delivering foam cell lipid droplets to the lysosome where lysosomal acid lipase cleaves cholesterol esters into free cholesterol, which is the substrate for cholesterol efflux [7].

### Validation of data by quantitative Real-Time PCR (qPCR)

To confirm the microarray data we performed quantitative real-time PCR for four selected transcripts: three highly regulated ones, *Trib3*, *Atf4* and *Cln5*, along with and LXR regulated transcript *Abcg1*. The expression levels for each transcript in the unloaded and cholesterol loaded samples from experiment 1 were quantified relative to the ubiquitin C (*Ubc*) control, which was found to be the least variable transcript in this study among the list of endogenous qPCR controls available from Applied Biosystems (∼3% coefficient of variation among the 16 samples in experiment 1). For each of these four transcripts, the expression levels quantified by qPCR were found to be consistent with the microarray data. Linear regression analysis revealed a highly significant positive correlation for each tested transcript (R^2^ values ranged from 0.66 to 0.97, Figure 5).

**Figure 5:**
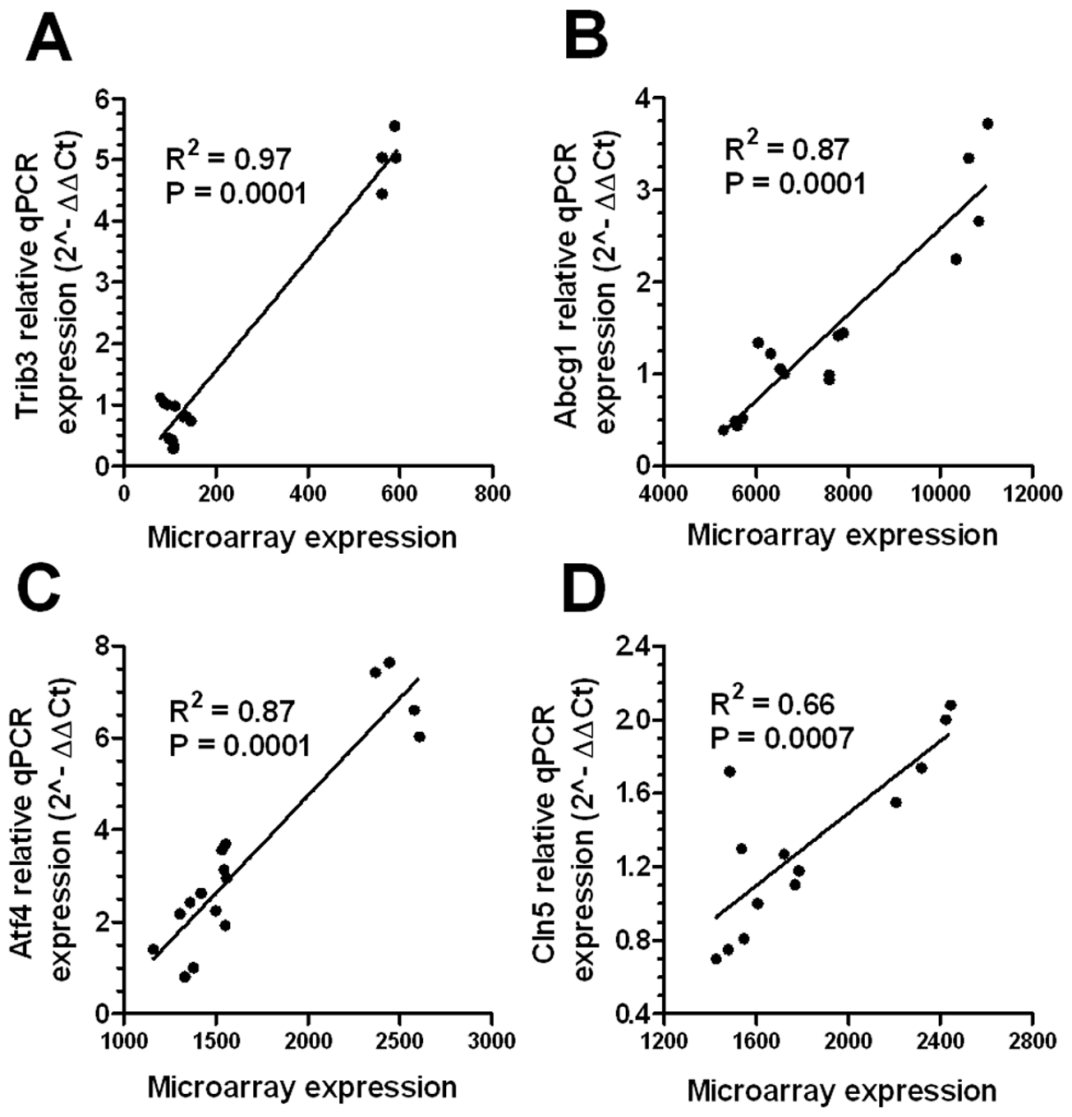
Validation of microarray expression data. Linear regression analysis of microarray expression and qPCR data for Trib3(A), Abcg1 (B), Atf4 (C) and Cln5 (D) performed in experiment 1 unloaded and loaded AKR and DBA/2 macrophages. Microarray data were not log2 transformed for this analysis.

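Atf4 read 1,295 ± 93.0 in unloaded and 2,499 ± 114 in loaded AKR cells on the linear scale, and 1,459 ± 85.1 and 1,550 ± 11.1 in DBA/2 cells. Abcg1 read 6,372 ± 249.6 and 10,706 ± 301 in AKR cells, and 5,529 ± 173 and 7,715 ± 147 in DBA/2 cells. The interaction of Abcg1 was not called (-0.27 ± 0.082, adjusted p = 0.0187, log2). Of transcripts commonly used as qPCR controls, Actb varied by 5.65% over the 16 arrays, B2m by 7.76% and Tfrc by 35.8%. The qPCR values were not used here.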

### Western Blot Analysis

We compared Trib3 mRNA levels (microarray) and protein levels (Western blot) in unloaded and cholesterol loaded AKR and DBA/2 BMM (Figure 4C and 4D). 

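On the arrays of experiment 2, Trib3 read 22.0 ± 4.43 in unloaded and 116 ± 14.4 in loaded AKR macrophages when the doubted arrays were left out, a factor of 5.25. By the labels the levels were 41.5 ± 39.1 and 93.7 ± 45.4, a factor of 2.26. The log2 response was 2.41 ± 0.15, adjusted p = 1.24e-08 without those arrays and 1.35 ± 0.47, adjusted p = 0.360 by the labels.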

A large increase in Trib3 upon cholesterol loading in AKR cells was observed at both the mRNA and protein levels. In contrast, upon cholesterol loading in DBA/2 cells there was no appreciable change in Trib3 mRNA or protein. Thus, the strain-specific response to cholesterol was reproducibly observed at both the mRNA and protein levels. However, the basal levels of *Trib3* mRNA in the AKR and DBA/2 cells were similar, while Trib3 protein levels were much higher in DBA/2 cells. 

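Trib3 in DBA/2 cells read 37.7 ± 3.33 before and 34.7 ± 4.72 after loading, which was not called (log2 -0.12 ± 0.47, adjusted p = 0.888). The doubted AKR arrays widen this standard error. In experiment 1 the smaller rise of Trib3 in DBA/2 cells was not called (0.32 ± 0.091, adjusted p = 0.0149).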

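Between unloaded cells of the strains, Trib3 was at 0.16 ± 0.091, adjusted p = 0.167 (log2) in experiment 1. In experiment 2 the labelled groups gave 0.24 ± 0.47, adjusted p = 0.795, which was not called. Without the doubted AKR arrays the value was 0.79 ± 0.14, adjusted p = 5.99e-04, with higher Trib3 in unloaded DBA/2 cells. Protein was not measured on the arrays.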

Differences observed between mRNA and protein levels are not uncommon in complex biological samples [52]. Previous studies comparing mRNA and protein abundance among different mouse strains have found limited correlations (mean R =  0.27), such that the mean association between protein and mRNA levels is only 7.3% comparing various strains [53]. Furthermore, this study showed that clinical traits among the various mouse strains were more strongly correlated with transcript levels than protein levels [53].

### Identification of Candidate Genes for *Ath22, Ath26 and Ath28* QTLs

Several studies have integrated genetics and genomics to identify plausible candidate genes for complex diseases. Previous studies in our lab have identified atherosclerosis QTLs from an AKRxDBA/2 *ApoE−/−* intercross [19], of which *Ath28* QTL on chromosome 2, *Ath22* on chromosome 15 and *Ath26* on chromosome 17 were recently validated in a second independent F_2_ cohort [54]. We searched the list of genes differentially expressed by strain, cholesterol loading, or the cholesterol loading-strain interaction, whose differential expression was conserved in both experiments. Table 4 shows this list of differentially regulated atherosclerosis modifier candidate genes that reside within these three QTL intervals each defined as 1-LOD score drop from the QTL peak. 

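On chromosome 2, Mmp9, a matrix-degrading protease, was lower in DBA/2 cells in both experiments (log2 -1.08 ± 0.11, adjusted p = 4.27e-08 and -0.68 ± 0.13, adjusted p = 0.00146), and Slc13a3, a dicarboxylate transporter, was higher (0.82 ± 0.13, adjusted p = 2.69e-05 and 3.77 ± 0.24, adjusted p = 5.96e-09). On chromosome 15, Capsl, a calcium-binding protein, was lower (-0.77 ± 0.10, adjusted p = 1.48e-06 and -1.88 ± 0.23, adjusted p = 1.68e-05). The complement component C2 on chromosome 17 was lower in DBA/2 cells (-1.49 ± 0.083, adjusted p = 2.48e-13 and -1.62 ± 0.18, adjusted p = 6.33e-06), and the cytokine Ltb was higher (1.40 ± 0.089, adjusted p = 3.15e-12 and 2.37 ± 0.22, adjusted p = 7.48e-07). Table 4 names 96 gene and effect pairs, of which 90 could be tested in both experiments. By the labels 20 were called in both, 18 of them in the same direction. Without the doubted AKR arrays 78 were called in both, 71 in the same direction. The study picked these genes for their calls in both experiments, so this is not independent evidence.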

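Tmem63b, a mechanosensitive channel gene of chromosome 17, was higher in DBA/2 cells (log2 1.36 ± 0.068, adjusted p = 2.60e-14 and 0.74 ± 0.16, adjusted p = 0.00330), and Prss22, a serine protease, was lower (-1.58 ± 0.091, adjusted p = 4.54e-13 and -2.08 ± 0.18, adjusted p = 1.71e-07). Itpr3, an intracellular calcium channel, rose in loaded AKR cells of experiment 1 (1.34 ± 0.071, adjusted p = 1.22e-13). Of the Table 4 pairs called in both experiments by the labels, 16 were listed under chromosome 17, 3 under chromosome 2 and 1 under chromosome 15. Without the doubted arrays the numbers were 64, 8 and 6, where the 64 include Aurka, which the gene annotation used here places on chromosome 2. The paper gives the interval borders in Mb without a genome build, and genes that the table leaves out were not searched here.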

More candidates were identified within the *Ath26* QTL interval on chromosome 17, as this is the largest and most gene-dense QTL interval.

**Table 4:** Differentially expressed transcripts conserved in both experiments that reside within Ath28, Ath22 and Ath26 QTLs.

Chromosome 2# (*Ath28* QTL)	Chromosome 15$ (*Ath22* QTL)	Chromosome 17& (*Ath26* QTL)	
Slc13a3^a^	Capsl^a^	Tmem63ba, b	Srpk1^b^
Sdc4^a^	Myo10^a^	C2a, b	Gtpbp2b, c
Mmp9^a^	Oxct1^a^	Tmem8^a^	Nme4^b^
Rnf114^b^	Fam134b^a^	Ltba, b. c	Cfb^b^
Gnas^b^	Rai14^b^	Prss22^a^	Nrmb, c
Ctsz^b^	Il7r^b^	Rpl7l1^a^	Mapk14^b^
Gnas^b^	Ank^c^	Enpp4^a^	Angptl4^b^
Cebpbb, c		Itpr3^a^	Cdkn1a^b^
Rae1^b^		Tnfrsf21^a^	H2-T23
		Amdhd2^a^	B430306N03Rik^b^
		Fpr1a, b	Brd2^b^
		Cul7^a^	Cyp4f16^b^
		Fahd1^a^	Rrp1b^b^
		Emr1a, b, c	Tcf19b, c
		Mrpl14^a^	Aurka^b^
		Dusp1^a^	Pex6b, c
		Hagh^a^	Vars^b^
		Ubxn6^a^	Hmga1^b^
		Tubb5^a^	Trip10^b^
		Fpr2^b^	Klc4^b^
		Aif1b, c	Plcl2^b^
		Itpr3^b^	Cul7b, c
		Fgd2b, c	Slc35b2^b^
		Ebi3^b^	Mocs1^b^
		Tnfrsf12a^b^	Nfkbie^b^
		H2-Eb1^b^	Dpp9^b^
		9030025P20Rik^b^	Vegfab, c
		Ccnd3^b^	Atp6v0e^b^
		Uhrf1b, c	Gpr108^b^
		Cnpy3^b^	Alkbh7^b^
		Flywch2^b^	Chaf1a^c^
		D17H6S56E-5^b^	2410011O22Rik^c^
		Lemd2^b^	

a Transcripts significant for strain effect

b Transcripts significant for cholesterol loading effect

c Transcripts significant for cholesterol loading-strain interaction effect

# *Ath28* QTL confidence interval on chromosome 2 extends from 160 to 181Mb

$ *Ath22* QTL confidence interval on chromosome 15 extends from 3 to 33Mb

& *Ath26* QTL confidence interval on chromosome 17 extends from 12 to 65Mb

## Supporting Information

Figure S1 **Hierarchical clustering analysis of 32 samples included in the study.** Four replicates each for control and cholesterol loaded macrophages from AKR and DBA/2 strain, both independent experiments were included (loaded; unloaded samples).
(PDF)

Figure S2 **Conservation of cholesterol induced changes in macrophage gene expression in two independent experiments.** Linear regression analysis of log2 fold changes of the 1,140 overlapping transcripts between experiment 1and experiment 2 dataset that are significantly regulated by cholesterol loading in one or both strains. P-value of linear regression <0.0001
(PDF)

Table S1 **Differentially Expressed Transcripts between AKR and DBA in Unloaded BMM (experiment 1).**
(XLS)

Table S2 **Differentially Expressed Transcripts between AKR and DBA in Unloaded BMM (experiment 2).**
(XLS)

Table S3 **Differentially Expressed Transcripts between AKR and DBA/2 that Overlap between Experiment 1 and 2 Datasets in Unloaded BMM.**
(XLS)

Table S4 **Significantly represented biological pathways identified in experiment 1 and 2 datasets for strain, loading and strain-loading interaction effect by Gene Set Enrichment Analysis.**
(XLS)

Table S5 **Genes with a significant cholesterol loading effect in experiment 1 samples.** The fold change after cholesterol loading is represented as the beta-coefficient for the fitted linear model. Positive log2 fold change, transcript expressed higher in response to cholesterol loading; negative log2 fold change, transcript expressed lower upon cholesterol loading.
(XLS)

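Slc3a2, the heavy chain that partners amino acid transporters, had an AKR loading response of 0.95 ± 0.12, adjusted p = 5.65e-07 (log2). The loading coefficients of Table S5 were those of AKR cells, since 97.4% of 625 genes read from it lay within 0.001 of the AKR response fitted here.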

Table S6 **Genes with a significant cholesterol loading effect in experiment 2 samples.**
(XLS)

Table S7 **Regulated transcripts with a significant cholesterol loading effect that overlap between experiment 1 and 2 datasets.**
(XLS)

Table S8 **Significant transcripts for cholesterol loading effect, with promoter regions 2 Kb to +2 Kb from the start site of transcription containing the motif KATCACCCCAC, which matches annotation for SREBF1: sterol regulatory element binding transcription factor 1.**
(XLS)

Table S9 **Significant transcripts for cholesterol loading effect, with promoter regions 2 Kb to +2 Kb from the start site of transcription containing the motif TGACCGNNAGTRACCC, which matches annotation for NR1H3: nuclear receptor subfamily 1, group H, member 3 (DR4).**
(XLS)

Table S10 **Genes with a significant strain-cholesterol loading interaction effect in experiment 1.** Strength of loading interaction effect on fitted model (with direction relative to expected DBA/2 response to cholesterol loading).

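Atf5, a transcription factor of the stress response, had an interaction of -1.32 ± 0.10, adjusted p = 3.94e-10 (log2) in experiment 1. Of 610 genes read from Table S10, 97.2% lay within 0.001 of the interaction fitted here.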

(XLS)

Table S11 **Genes with a significant strain-cholesterol loading interaction effect in experiment 2.**
(XLS)

Table S12 **Regulated transcripts with a significant cholesterol loading-strain interaction effect that overlap between experiment 1 and 2 datasets.**
(XLS)

## References

[1] LibbyP, RidkerPM, HanssonGK (2011) Progress and challenges in translating the biology of atherosclerosis. Nature 473: 317–25.2159386410.1038/nature10146

[2] GlassCK, WitztumJL (2001) Atherosclerosis: the road ahead. Cell 104: 503–16.1123940810.1016/s0092-8674(01)00238-0

[3] MooreKJ, FreemanMW (2006) Scavenger receptors in atherosclerosis: Beyond lipid uptake. Arterioscler Thromb Vasc Biol 26: 1702–11.1672865310.1161/01.ATV.0000229218.97976.43

[4] GreavesDR, GordonS (2009) The macrophage scavenger receptor at 30 years of age: Current knowledge and future challenges. J Lipid Res 50 Suppl: S282–610.1194/jlr.R800066-JLR200PMC267475819074372

[5] SoccioRE, BreslowJL (2004) Intracellular cholesterol transport. Arterioscler Thromb Vasc Biol 24: 1150–60.1513091810.1161/01.ATV.0000131264.66417.d5

[6] TiwariRL, SinghV, BarthwalMK (2008) Macrophages: An elusive yet emerging therapeutic target of atherosclerosis. Med Res Rev 28: 483–544.1800096310.1002/med.20118

[7] OuimetM, FranklinV, MakE, LiaoX, TabasI, et al (2011) Autophagy regulates cholesterol efflux from macrophage foam cells via lysosomal acid lipase. Cell Metab 13: 655–67.2164154710.1016/j.cmet.2011.03.023PMC3257518

[8] AlwailiK, AwanZ, AlshahraniA, GenestJ (2010) High-density lipoproteins and cardiovascular disease: 2010 update. Expert Rev Cardiovasc Ther 8: 413–23.2022281910.1586/erc.10.4

[9] MorenoPR, SanzJ, FusterV (2009) Promoting mechanisms of vascular health: Circulating progenitor cells, angiogenesis, and reverse cholesterol transport. J Am Coll Cardiol 53: 2315–23.1953914010.1016/j.jacc.2009.02.057

[10] WangX, RaderDJ (2007) Molecular regulation of macrophage reverse cholesterol transport. Curr Opin Cardiol 22: 368–72.1755689110.1097/HCO.0b013e3281ec5113

[11] Yvan-CharvetL, WangN, TallAR (2010) Role of HDL, ABCA1, and ABCG1 transporters in cholesterol efflux and immune responses. Arterioscler Thromb Vasc Biol 30: 139–43.1979770910.1161/ATVBAHA.108.179283PMC2812788

[12] MarcelYL, OuimetM, WangMD (2008) Regulation of cholesterol efflux from macrophages. Curr Opin Lipidol 19: 455–61.1876922610.1097/MOL.0b013e32830f4a1d

[13] PenningsM, MeursI, YeD, OutR, HoekstraM, et al (2006) Regulation of cholesterol homeostasis in macrophages and consequences for atherosclerotic lesion development. FEBS Lett 580: 5588–96.1693528310.1016/j.febslet.2006.08.022

[14] VainioS, IkonenE (2003) Macrophage cholesterol transport: A critical player in foam cell formation. Ann Med 35: 146–55.1282273610.1080/07853890310008198

[15] ShashkinP, DragulevB, LeyK (2005) Macrophage differentiation to foam cells. Curr Pharm Des 11: 3061–72.1617876410.2174/1381612054865064

[16] LusisAJ (2000) Atherosclerosis. Nature 407: 233–41.1100106610.1038/35025203PMC2826222

[17] LusisAJ, MarR, PajukantaP (2004) Genetics of atherosclerosis. Annu Rev Genomics Hum Genet 5: 189–218.1548534810.1146/annurev.genom.5.061903.175930

[18] SmithJD, JamesD, DanskyHM, WittkowskiKM, MooreKJ, et al (2003) In silico quantitative trait locus map for atherosclerosis susceptibility in apolipoprotein E-deficient mice. Arterioscler Thromb Vasc Biol 23: 117–22.1252423410.1161/01.atv.0000047461.18902.80

[19] SmithJD, BhasinJM, BaglioneJ, SettleM, XuY, et al (2006) Atherosclerosis susceptibility loci identified from a strain intercross of apolipoprotein E-deficient mice via a high-density genome scan. Arterioscler Thromb Vasc Biol 26: 597–603.1637361210.1161/01.ATV.0000201044.33220.5c

[20] RobinetP, WangZ, HazenSL, SmithJD (2010) A simple and sensitive enzymatic method for cholesterol quantification in macrophages and foam cells. J Lipid Res 51: 3364–9.2068875410.1194/jlr.D007336PMC2952578

[21] DuP, KibbeWA, LinSM (2008) Lumi: A pipeline for processing Illumina microarray. Bioinformatics 24: 1547–8.1846734810.1093/bioinformatics/btn224

[22] SmythGK (2004) Linear models and empirical bayes methods for assessing differential expression in microarray experiments. Stat Appl Genet Mol Biol 3: Article3.1664680910.2202/1544-6115.1027

[23] Gentleman R (2005) Bioinformatics and computational biology solutions using R and bioconductor. New York: Springer.

[24] DorumG, SnipenL, SolheimM, SaeboS (2009) Rotation testing in gene set enrichment analysis for small direct comparison experiments. Stat Appl Genet Mol Biol 8: Article34.1964568910.2202/1544-6115.1418

[25] MajewskiIJ, RitchieME, PhipsonB, CorbinJ, PakuschM, et al (2010) Opposing roles of polycomb repressive complexes in hematopoietic stem and progenitor cells. Blood 116: 731–9.2044502110.1182/blood-2009-12-260760

[26] SubramanianA, TamayoP, MoothaVK, MukherjeeS, EbertBL, et al (2005) Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A 102: 15545–50.1619951710.1073/pnas.0506580102PMC1239896

[27] LivakKJ, SchmittgenTD (2001) Analysis of relative gene expression data using real-time quantitative PCR and the 2(-delta delta C(T)) method. Methods 25: 402–8.1184660910.1006/meth.2001.1262

[28] Robinet P, Ritchey B, Smith JD (2013) Physiological difference in autophagic flux in macrophages from 2 mouse strains regulates cholesterol ester metabolism. Arterioscler Thromb Vasc Biol (In Press).10.1161/ATVBAHA.112.301041PMC364637123493286

[29] LeeBC, ChengT, AdamsGB, AttarEC, MiuraN, et al (2003) P2Y-like receptor, GPR105 (P2Y14), identifies and mediates chemotaxis of bone-marrow hematopoietic stem cells. Genes Dev 17: 1592–604.1284291110.1101/gad.1071503PMC196132

[30] FabreAC, MalavalC, Ben AddiA, VerdierC, PonsV, et al (2010) P2Y13 receptor is critical for reverse cholesterol transport. Hepatology 52: 1477–83.2083078910.1002/hep.23897

[31] BlomD, YaminTT, ChampyMF, SelloumM, BeduE, et al (2010) Altered lipoprotein metabolism in P2Y(13) knockout mice. Biochim Biophys Acta 1801: 1349–60.2081712210.1016/j.bbalip.2010.08.013

[32] JonesKL, MaguireJJ, DavenportAP (2011) Chemokine receptor CCR5: From AIDS to atherosclerosis. Br J Pharmacol 162: 1453–69.2113389410.1111/j.1476-5381.2010.01147.xPMC3057285

[33] LiCM, ParkJH, SimonaroCM, HeX, GordonRE, et al (2002) Insertional mutagenesis of the mouse acid ceramidase gene leads to early embryonic lethality in homozygotes and progressive lipid storage disease in heterozygotes. Genomics 79: 218–24.1182949210.1006/geno.2002.6686

[34] ThompsonEG, SchaheenL, DangH, FaresH (2007) Lysosomal trafficking functions of mucolipin-1 in murine macrophages. BMC Cell Biol 8: 54.1815467310.1186/1471-2121-8-54PMC2254603

[35] Curcio-MorelliC, CharlesFA, MicsenyiMC, CaoY, VenugopalB, et al (2010) Macroautophagy is defective in mucolipin-1-deficient mouse neurons. Neurobiol Dis 40: 370–7.2060090810.1016/j.nbd.2010.06.010PMC4392647

[36] StrongA, DingQ, EdmondsonAC, MillarJS, SachsKV, et al (2012) Hepatic sortilin regulates both apolipoprotein B secretion and LDL catabolism. J Clin Invest 122: 2807–16.2275110310.1172/JCI63563PMC3408750

[37] YeJ, DeBose-BoydRA (2011) Regulation of cholesterol and fatty acid synthesis. Cold Spring Harb Perspect Biol 3: 10.10.1101/cshperspect.a004754PMC311991321504873

[38] ImSS, YousefL, BlaschitzC, LiuJZ, EdwardsRA, et al (2011) Linking lipid metabolism to the innate immune response in macrophages through sterol regulatory element binding protein-1a. Cell Metab 13: 540–9.2153133610.1016/j.cmet.2011.04.001PMC3090630

[39] IdeT, ShimanoH, YahagiN, MatsuzakaT, NakakukiM, et al (2004) SREBPs suppress IRS-2-mediated insulin signaling in the liver. Nat Cell Biol 6: 351–7.1504812610.1038/ncb1111

[40] ZhaoC, Dahlman-WrightK (2010) Liver X receptor in cholesterol metabolism. J Endocrinol 204: 233–40.1983772110.1677/JOE-09-0271

[41] PehkonenP, Welter-StahlL, DiwoJ, RyynanenJ, Wienecke-BaldacchinoA, et al (2012) Genome-wide landscape of liver X receptor chromatin binding and gene regulation in human macrophages. BMC Genomics 13: 50.2229289810.1186/1471-2164-13-50PMC3295715

[42] RonD, WalterP (2007) Signal integration in the endoplasmic reticulum unfolded protein response. Nat Rev Mol Cell Biol 8: 519–29.1756536410.1038/nrm2199

[43] CazanaveSC, ElmiNA, AkazawaY, BronkSF, MottJL, et al (2010) CHOP and AP-1 cooperatively mediate PUMA expression during lipoapoptosis. Am J Physiol Gastrointest Liver Physiol 299: G236–43.2043087210.1152/ajpgi.00091.2010PMC2904106

[44] ShangYY, WangZH, ZhangLP, ZhongM, ZhangY, et al (2009) TRB3, upregulated by ox-LDL, mediates human monocyte-derived macrophage apoptosis. FEBS J 276: 2752–61.1938911510.1111/j.1742-4658.2009.06998.x

[45] ShangYY, ZhongM, ZhangLP, GuoZX, WangZH, et al (2010) Tribble 3, a novel oxidized low-density lipoprotein-inducible gene, is induced via the activating transcription factor 4-C/EBP homologous protein pathway. Clin Exp Pharmacol Physiol 37: 51–5.1956684210.1111/j.1440-1681.2009.05229.x

[46] PrudenteS, SestiG, PandolfiA, AndreozziF, ConsoliA, et al (2012) The mammalian tribbles homolog TRIB3, glucose homeostasis, and cardiovascular diseases. Endocr Rev 33: 526–46.2257709010.1210/er.2011-1042PMC3410226

[47] Devries-SeimonT, LiY, YaoPM, StoneE, WangY, et al (2005) Cholesterol-induced macrophage apoptosis requires ER stress pathways and engagement of the type A scavenger receptor. J Cell Biol 171: 61–73.1620385710.1083/jcb.200502078PMC2171235

[48] TabasI (2005) Consequences and therapeutic implications of macrophage apoptosis in atherosclerosis: The importance of lesion stage and phagocytic efficiency. Arterioscler Thromb Vasc Biol 25: 2255–64.1614139910.1161/01.ATV.0000184783.04864.9f

[49] ThorpE, LiG, SeimonTA, KuriakoseG, RonD, et al (2009) Reduced apoptosis and plaque necrosis in advanced atherosclerotic lesions of apoe−/− and ldlr−/− mice lacking CHOP. Cell Metab 9: 474–81.1941671710.1016/j.cmet.2009.03.003PMC2695925

[50] WangZH, ShangYY, ZhangS, ZhongM, WangXP, et al (2012) Silence of TRIB3 suppresses atherosclerosis and stabilizes plaques in diabetic ApoE−/−/LDL receptor−/− mice. Diabetes 61: 463–73.2227508710.2337/db11-0518PMC3266419

[51] LiaoX, SluimerJC, WangY, SubramanianM, BrownK, et al (2012) Macrophage autophagy plays a protective role in advanced atherosclerosis. Cell Metab 15: 545–53.2244560010.1016/j.cmet.2012.01.022PMC3322248

[52] MaierT, GuellM, SerranoL (2009) Correlation of mRNA and protein in complex biological samples. FEBS Lett 583: 3966–73.1985004210.1016/j.febslet.2009.10.036

[53] GhazalpourA, BennettB, PetyukVA, OrozcoL, HagopianR, et al (2011) Comparative analysis of proteome and transcriptome variation in mouse. PLoS Genet 7: e1001393.2169522410.1371/journal.pgen.1001393PMC3111477

[54] HsuJ, SmithJD (2013) Genetic-Genomic replication to identify candidate mouse atherosclerosis modifier genes. Journal of the American Heart Association 2: e005421.2352544510.1161/JAHA.112.005421PMC3603265

# Supplementary material for: Transcriptome Analysis of Genes Regulated by Cholesterol Loading in Two Strains of Mouse Macrophages Associates Lysosome Pathway and ER Stress Response with Atherosclerosis Susceptibility
**Source:** PLoS One. 2013 May 21;8(5):e65003. doi: 10.1371/journal.pone.0065003
**Supplement:** Figure S1 — Hierarchical clustering analysis of 32 samples included in the study. Four replicates each for control and cholesterol loaded macrophages from AKR and DBA/2 strain, both independent experiments were included (loaded; unloaded samples).

Supplemental Figure S1

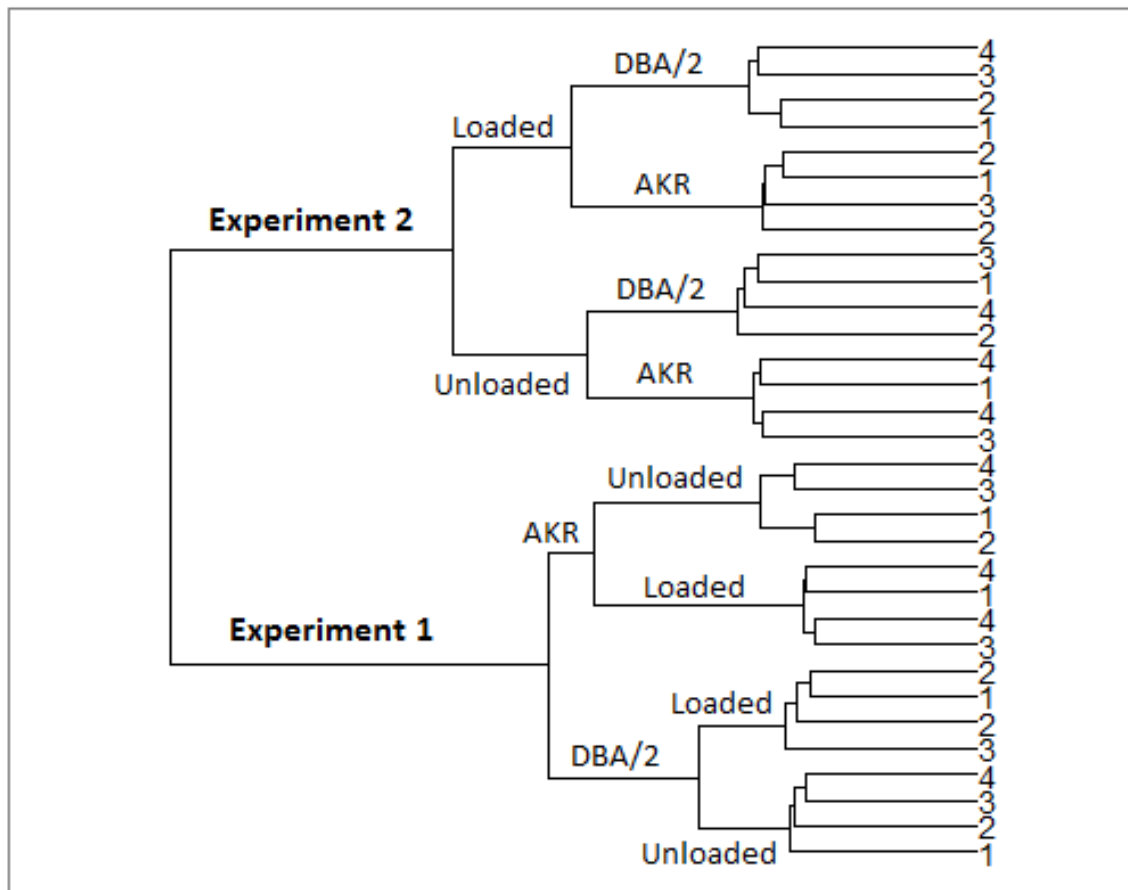

Figure S1: Hierarchical clustering analysis of 32 samples included in the study. Four replicates each for control and cholesterol loaded macrophages from AKR and DBA/2 strain, both independent experiments were included (loaded; unloaded samples).

# Supplementary material for: Transcriptome Analysis of Genes Regulated by Cholesterol Loading in Two Strains of Mouse Macrophages Associates Lysosome Pathway and ER Stress Response with Atherosclerosis Susceptibility
**Source:** PLoS One. 2013 May 21;8(5):e65003. doi: 10.1371/journal.pone.0065003
**Supplement:** Figure S2 — Conservation of cholesterol induced changes in macrophage gene expression in two independent experiments. Linear regression analysis of log2 fold changes of the 1,140 overlapping transcripts between experiment 1and experiment 2 dataset that are significantly regulated by cholesterol loading in one or both strains. P-value of linear regression <0.0001

Supplemental Figure S2

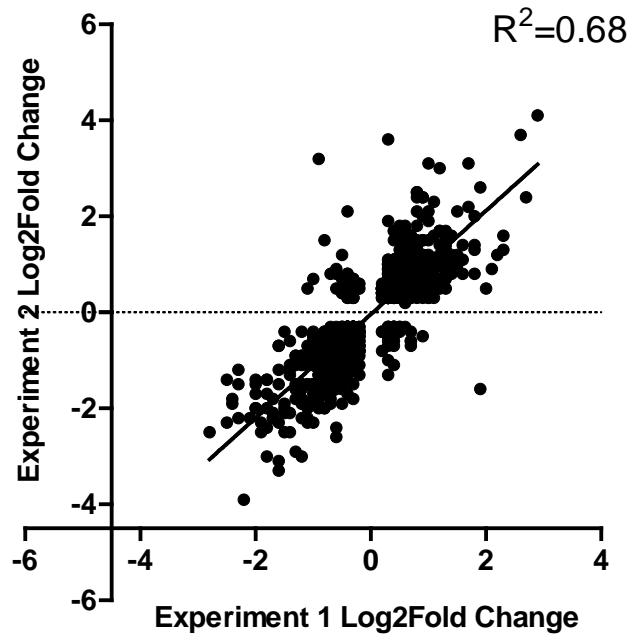

Figure S2: Conservation of cholesterol induced changes in macrophage gene expression in two independent experiments. Linear regression analysis of log2 fold changes of the 1,140 overlapping transcripts between experiment 1 and experiment 2 dataset that are significantly regulated by cholesterol loading in one or both strains. P-value of linear regression <0.0001.

How the deposited data were processed for this re-analysis (not part of the article)

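The study deposited 32 Illumina arrays of bone marrow macrophages from AKR and DBA/2 mice lacking ApoE, 16 in each of 2 experiments. Each experiment had 4 groups of 4 arrays, unloaded and AcLDL-loaded cells of each strain, with 100 µg/ml AcLDL in experiment 1 and 50 µg/ml in experiment 2, for 24 h. By the sample labels the cells of experiment 1 were from females and those of experiment 2 from males. The value tables were used as the authors deposited them, in log2 units, after the authors had quantile-normalized and log2-transformed the arrays of each experiment with lumi 2.6.0. The experiments were run on different array versions and normalized apart, so levels were never set across them without saying so. The tables hold all probes, and the authors' removal of polymorphic probes and of probes without detection, which left them 9,316 and 11,919 probes, could not be repeated from the values used here. All 32 arrays were used, each one a sample, and neither the paper nor the labels say that the dishes of a group came from separate mice. The 4 arrays per group limit the precision of every value.

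From those values, everything else was computed here. Probe names were matched to current gene symbols of the mouse assembly GRCm38.p6. In experiment 1, 20,984 of 24,613 probes were named for a single gene, 1 for several, and 3,628 (14.7%) for none. In experiment 2, 23,978 of 25,697 probes were named for a single gene, and 1,719 (6.69%) for none. Probes without a name stayed in the fits and are counted with the probes called, but no gene is reported from them. Before each fit a probe was kept when the highest of its 4 group means passed the median of all values of its table, 5.98 in experiment 1 and 4.29 in experiment 2. limma 3.58.1 in R 4.3.3 fitted strain, loading and their interaction to each kept probe over all 16 arrays of an experiment, with unloaded AKR cells as the reference, followed by eBayes with default options. The comparisons were DBA/2 against AKR in unloaded cells, loading in AKR cells, loading in DBA/2 cells, the interaction, and a moderated F-test for loading in either strain. Calls were made at a Benjamini-Hochberg adjusted p under 0.01, and 2-fold counts also needed an absolute log2 fold change of 1. A gene was read from the kept probe with the highest mean. Group levels are means and SDs of 2 raised to the log2 value. Overlaps between the experiments were counted over genes with a kept probe in both and tested with Fisher's exact test. That test takes genes as independent, so its p-values are too small where genes vary together. Correlations between the experiments are Pearson's r over genes, with a jackknife SE over arrays, and carry no p because genes are not independent. Arrays were clustered by average linkage on 1 minus r within each experiment. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

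Experiment 2 values are given by the deposited labels and, as an added alternative, without the arrays labelled AKR unloaded replicate 1 and AKR loaded replicate 2, because these correlated best with the other AKR group. This alternative, and one that groups the AKR arrays as in Table S6, were chosen after the values were seen. The supplementary tables of the paper were read where complete, and the first part of Tables S1, S5 and S6 where the copy read ends early.

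A total of 32 gene lists were tested with limma's romer (mean statistic, 9,999 rotations, at least 3 kept probes per list), adjusted over lists and the directions up, down and both within each comparison. The lists were written before the value tables were opened, from general knowledge and from the paper, because the pathway gene sets the paper used are not in the reference data here. They were lysosomal acid hydrolases, lysosomal membrane and transport proteins, V-ATPase subunits, lysosomal adaptor and clathrin subunits, the genes of the paper's Table 3, cholesterol biosynthesis and SREBP2 targets, LXR targets, chaperones of the endoplasmic reticulum, the ATF4 and CHOP stress response, cytosolic aminoacyl-tRNA synthetases, interferon-stimulated genes, MHC class II and class I genes, and chemokines with their receptors. Others were NRF2 antioxidant targets, proliferation genes, hypoxia and glycolysis genes, autophagy genes, lipid droplet and PPAR target genes, scavenger receptors, macrophage identity genes, qPCR endogenous controls, Y-linked genes with Xist, and the motif genes of Tables S8 and S9. A further group of lists held markers of other cells, namely T and NK cells, B cells, neutrophils and granule precursors, dendritic cells, osteoclasts, stromal cells, and mast and erythroid cells. The lists from Table 3, Table S8 and Table S9 hold genes the study chose for their response. camera with a correlation estimated per list is given beside romer, since romer keeps the correlation of genes but compares with other probes.

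Genes were named by a rule fixed before the value tables were opened. It takes, in each comparison, the 5 higher and the 5 lower genes of smallest p whose 4 arrays of one group all lie on one side of the 4 arrays of the other, every gene the paper names, and up to 4 called genes of each list by smallest p. The values printed in the paper's tables had been seen before this rule was set. Genes of the lists or the paper without a probe in the annotation used here could not be read, among them Ly6a, Cd68 and Ddx3y in both experiments and Gdf15, Acp2, Gpr137b and Xist in experiment 1. Exact permutation tests of 4 against 4 arrays, whose smallest two-sided p is 0.0286, were computed for single genes and are not printed, because limma pools the spread over probes.

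Alternatives set before the data were examined were no filter, the paper's number of probes, quantile normalization again, median centring, 50 added to the linear values, eBayes with trend and robust options, array weights, only the 8 arrays of the groups compared, the replicate number as a block, an assumed pairing of replicates to chips as a block, 1 probe per gene, an adjusted p under 0.05, and leaving out each array in turn. For overlaps, any probe of a gene, no filter and the threshold of 0.05 were tried, and for correlations Spearman's rho, no filter and the offset. Clustering was repeated with complete linkage and with Euclidean distance, the lysosomal tally with the 4 lysosomal lists and the offset, and the list tests with camera, fry, 1 probe per gene and no filter. Single genes were read from their other probes and without each array, and the Table 4 count was repeated at 0.05 and with any probe. Each comparison was also refitted after regrouping the arrays, over all 35 groupings of 8 arrays or 100 drawn regroupings within the strains.

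The fits were tested on simulated data with the probe means and spreads of the real tables and known changes of 1.5-fold, 2-fold and 4-fold. No simulated array was exchanged between groups, so the effect of the doubted AKR arrays was not simulated. In the simulated loading effect of AKR cells, 100% of 2-fold changes were recovered for experiment 1 and 81.8% for experiment 2, with 0 and 1 false calls. In the simulated interaction, 98.5% of 2-fold changes were recovered for experiment 1 and 57.1% for experiment 2. The list test called the 1 list shifted by 0.5 log2 and none of the unshifted ones. The tree of all 32 arrays, the motif searches, the pathway gene sets, the qPCR and the protein values were left out, because they need data or a joint normalization that was not used here. A search of the QTL intervals for genes outside Table 4 was not made, since the paper gives their borders in Mb without a genome build.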

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

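The tests on the labels of single arrays and the groupings of the AKR arrays of experiment 2 were chosen only after the results were seen, and the outlier test was set before. Dixon's test compares the gap between the outermost array of a group and its neighbour with the range of the group, and chance passes its critical value for 4 arrays in about 1 in 20 groups. It was passed in 25 of 160 groups of single genes, and 16 of those were among the 44 AKR groups of experiment 2.

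In these groups the array labelled AKR unloaded replicate 1 stood apart for Ddit3 (gap over range 0.923), Abcg1 (0.855), Asns (0.973), Ifit3 (0.905), P2ry13 (0.958), P2ry14 (0.961) and Napsa (0.931). The array labelled AKR loaded replicate 2 stood apart for Trib3 (0.856), Ddit3 (0.872), Abcg1 (0.861), Chac1 (0.831), Asns (0.921), Vegfa (0.860), Ifit3 (0.911), P2ry14 (0.922) and Prcp (0.874).

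A candidate explanation is that the labels of these arrays are exchanged, and the grouping that exchanges them differs from the paper's Table S6 by a median of 3.36e-07 log2, the next best grouping by 0.365. Tables S2 and S11 point the same way, since 99.5% and 99.7% of their genes lie within 0.001 of the exchanged groups, against 0.949% and 0% of the labelled ones. Uneven loading of these cultures is argued against, because the array labelled as unloaded lies at 0.988 on the axis from unloaded (0) to loaded (1) AKR arrays and the array labelled as loaded at 0.0533. No biological explanation was tested, as the design gives none for single dishes. The paper's Tables S2, S6 and S11 follow the exchanged grouping, and so do the values of the arrays, so the deposited labels depart from both. How this arose stays open, and the labels were left as deposited.

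The other groups that passed the outlier test were values of single genes. In experiment 1 they were Slamf9 in DBA/2 loaded replicate 1 (0.907), Dner in AKR loaded replicate 2 (0.970), Abca1 in AKR loaded replicate 1 (0.973) and Ifit3 in DBA/2 unloaded replicate 2 (0.852). Gpnmb in AKR unloaded replicate 4 had a gap over range of 1, since the other 3 arrays held one identical value (13.99). In DBA/2 cells of experiment 2 they were Slamf9 in loaded replicate 1 (0.849), Ddit3 in unloaded replicate 3 (0.919), Gpnmb in unloaded replicate 1 (0.873) and Eif2s3y in unloaded replicate 4 (0.860).

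The loading response differed between the strains by the interaction test for 1,980 probes of experiment 1 and 112 of experiment 2 by the labels. Among single genes of experiment 1 the interaction was 2.60 for Slamf9, -2.30 for Trib3, 1.75 for Dner and -2.68 for Chac1 on the log2 scale. Of 100 groupings within the strains, only the real grouping reached the 1,980 of experiment 1, and another gave 1,757. Regroupings that leave a strain's arrays in place can carry its loading effect into the interaction, so they do not stand for an absent interaction. The same limit holds for the 112 of experiment 2, where another regrouping gave 1,721, so the comparison neither excludes chance nor speaks for it. Grouping the AKR arrays as in Table S6 gave 930, so the doubted arrays bear on this count. Whether the regrouping that gave 1,721 exchanged them was not traced.

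Gene lists that the paper does not name as pathways changed in loaded AKR cells of experiment 1 by romer. Among them were interferon-stimulated genes (18 called), proliferation genes (20 called), hypoxia and glycolysis genes (17 called) and MHC class II genes (6 called). The paper does report single members as lowered by loading, Ifit3 and Ly6a of the interferon list and H2-Ab1 of the class II list. With an estimated correlation the hypoxia and class II lists kept an adjusted p under 0.01 (both 0.00793), and the interferon and proliferation lists did not (both 0.0214). The unloaded cells served as their controls.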

How the results depend on the processing

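Leaving out both doubted AKR arrays and grouping the AKR arrays as in Table S6 were chosen after the values were seen, and all other alternatives before the data were examined. Among the values of comparisons under an alternative, 509 stayed within the range set for no change and 103 moved. Most of these values were counts, which have no direction to reverse, and a count of 0 that stayed 0 was scored as no change. None of the correlations was scored as reversed, although that of the interaction went from -0.0135 by the labels to 0.236 without the doubted arrays. For single genes 168 stayed and 8 moved. Quantile normalization again and median centring changed no call, since the deposited arrays already share a distribution. Neither normalization, nor the offset, the replicate block or the chip block moved the share of higher genes by more than 10 points or the median of all genes by more than 0.1 log2, and these were not compared for the other settings. The cause of a shift was not tested unless stated.

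With both doubted AKR arrays left out, experiment 2 gave 2,557 probes for loading in AKR cells (591 at 2-fold), 2,494 for DBA/2 cells, 711 for the interaction (297 at 2-fold) and 3,744 for either strain. Genes called in both experiments in the same direction were 921 for AKR loading, 523 for DBA/2 loading and 158 for the interaction, whose correlation was 0.236. No array stood outside its cluster (0), 22 Table 3 genes responded more in AKR cells, and 78 Table 4 entries were called in both experiments. romer called 18 lists for strain, 20 for AKR loading, 15 for DBA/2 loading and 10 for the interaction. Grouped as in Table S6, the counts were 2,318 for strain, 3,311 for AKR loading (581 at 2-fold), 2,631 for DBA/2 loading, 930 for the interaction (303 at 2-fold) and 4,349 for either strain. Shared genes were then 1,104 for AKR loading, 535 for DBA/2 loading and 186 for the interaction (correlation 0.248), with 0 arrays outside their cluster, 28 Table 3 genes larger in AKR cells and 85 Table 4 entries. romer called 18, 18, 14 and 11 lists for strain, AKR loading, DBA/2 loading and interaction, and Abcg1 rose by 1.23 log2 in AKR cells.

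Array weights raised the labelled counts of experiment 2 to 2,240 for AKR loading (477 at 2-fold), 2,341 for DBA/2 loading, 461 for the interaction (213 at 2-fold) and 3,656 for either strain. Without a filter, experiment 2 gave 694 for DBA/2 loading, 64 for the interaction and 469 for either strain, and 13 interaction genes were shared. The correlations without a filter were 0.416 for strain, 0.428 for AKR loading and 0.427 for DBA/2 loading, and Spearman's rho was 0.285, 0.427 and 0.441. At an adjusted p under 0.05, experiment 1 gave 2,699 for DBA/2 loading and 3,298 for the interaction, and experiment 2 gave 2,254 for strain, 2,361 for DBA/2 loading, 349 for the interaction (139 at 2-fold) and 1,994 for either strain, with 606 shared genes for DBA/2 loading and 66 for the interaction. The offset of 50 lowered 2-fold counts to 191 for strain and 104 for the interaction in experiment 1, and to 192 for strain, 217 for DBA/2 loading and 45 for the interaction in experiment 2, where it raised the interaction count to 191. Only the 8 arrays compared gave 2,073 for DBA/2 loading of experiment 2.

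camera with an estimated correlation called 0, 5, 1 and 1 lists in experiment 1 for strain, AKR loading, DBA/2 loading and interaction, and 0 lists for strain, DBA/2 loading and interaction in experiment 2. fry called 21 lists for strain and 15 for the interaction in experiment 1, and 0 for the interaction in experiment 2. No filter gave 20 and 17 lists for strain and interaction in experiment 1, and 1 probe per gene gave 3 and 0 in experiment 2. Of single genes, other probes of Trib3 gave 1.10 and 0.83 in AKR and 0.12 and -0.16 in DBA/2 cells of experiment 1, another Atf4 probe 0.74 and -0.025, and another Ddit3 probe -0.53 in DBA/2 cells of experiment 2.

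Of the counts, leaving out one array at a time moved only those of experiment 2 by over 1.5 times. Among the single-gene folds compared with the paper's, it moved that of Trib3 in AKR cells of experiment 2 by as much, from 2.26 to 4.26 without AKR unloaded replicate 1. For DBA/2 loading the counts ran from 633 to 1,620, with 1,620 without AKR unloaded replicate 1, 633, 709 and 706 without DBA/2 unloaded replicates 2, 3 and 4, and 702, 717, 680 and 685 without DBA/2 loaded replicates 1 to 4. The interaction ran from 65 to 168, with 65 without DBA/2 unloaded replicate 2, and 69, 69 and 72 without DBA/2 loaded replicates 1, 3 and 4, and its 2-fold count was 112 without AKR unloaded replicate 1 and 52 without DBA/2 unloaded replicate 2. Either strain ran from 411 to 2,081, with 2,081 without AKR unloaded replicate 1, 1,892 without AKR loaded replicate 2, 411, 478 and 435 without DBA/2 unloaded replicates 2, 3 and 4, and 430, 455, 450 and 459 without DBA/2 loaded replicates 1 to 4. Of the named genes called in experiment 1, 3 of 100 lost the call in some setting for strain, 4 of 109 for AKR loading, 22 of 94 for DBA/2 loading and 11 of 92 for the interaction. In experiment 2 the numbers were 19 of 79 for strain, 18 of 71 for DBA/2 loading and 9 of 24 for the interaction, and 0 reversed.

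The replicate numbers were not taken to pair the arrays, since neither the paper nor the labels say so and not every pair of one number correlated above 0.1. The pairs ran at r of 0.0109 to 0.157 in experiment 1, above 0.1 in 9 of 24 pairs, and at -0.295 to 0.521 in experiment 2, above 0.1 in 12 of 24. As a sign of a shared source, 13 of 16 arrays in experiment 1 and 11 of 16 in experiment 2 correlated best with arrays of their own number. A random match among 4 numbers would give fewer, so arrays of one number may not be independent. The 4 pairs of unloaded AKR and DBA/2 arrays of experiment 2 were all above 0.1. The main fits leave such a source out. With the replicate number as a block, experiment 1 gave 3,937 probes for strain, 4,205 for AKR loading, 1,785 for DBA/2 loading and 2,118 for the interaction. In experiment 2 the block gave 1,415, 0, 1,255 and 129.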

Differences from the paper's values

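Leaving out the doubted AKR arrays and grouping the AKR arrays as in Table S6 were chosen after seeing the values, and every other alternative below was set before the data were examined. The thresholds are those the paper states, but its probe filters were not applied.

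For loading in experiment 2, limma called 0 probes by the labels (1,877 at an unadjusted p under 0.05), and the paper's number is 3,308. Array weights gave 2,240, which comes within the margin set for a difference, and no other setting chosen beforehand did, each of which gave 0. Of 724 genes read from the paper's Table S6, array weights dropped 86. The alternatives chosen after seeing the values, without the doubted arrays and grouped as in Table S6, gave 2,557 and 3,311 and dropped 7 and 2 of those genes. At 2-fold or more the labelled count was 0 by limma and the paper's is 567, with 477 under array weights and 0 under the other settings chosen beforehand. The added alternatives, chosen after seeing the values, gave 591 and 581. By direction, 0 rose and 0 fell against the paper's 236 and 331, and the count under array weights was not split by direction. The added ones, chosen after seeing the values, gave 246 and 345 without the doubted arrays and 238 and 343 grouped as in Table S6.

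The interaction of experiment 2 had 112 probes by the labels, and the paper's number is 965. No setting chosen beforehand came within the margin, with 64 without a filter, 461 under array weights and 349 at an adjusted p under 0.05 among them. The added alternatives, chosen after seeing the values, gave 711 and 930 and dropped 107 and 27 of 370 genes read from the paper's Table S11. Interactions in both experiments numbered 33 genes, matched by symbol, against the paper's 213 probes, so the units differ. There were 36 by any probe, 18 without a filter and 117 at 0.05. The added alternatives, chosen after seeing the values, gave 194 and 231. For loading the paper counts transcripts with identical probes on both platforms, while genes were matched by symbol here. Loading changes in both experiments numbered 0 by limma's calls against the paper's 1,140, also by any probe, without a filter and at 0.05. The added ones, chosen after seeing the values, gave 978 and 1,185. R² of the loading values between the experiments was 0.318 over all genes in both tables, since no gene was called in both, against the paper's 0.68. Spearman's rho squared (0.182), no filter (0.183) and the offset (0.340) did not reach it, and the added alternatives, chosen after seeing the values, gave 0.691 and 0.675 over the genes called in both.

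Lysosomal genes regulated by loading in experiment 2 were 0 by limma against the paper's 45, and in both experiments 0 against the paper's 25. Array weights gave 11 genes up and 12 down in AKR cells for the first of these counts, the other settings of the fit gave 0, and none was run for the second. Without the doubted arrays, an alternative chosen after seeing the values, they were 26 and 16, and grouped as in Table S6, also chosen after seeing the values, 34 and 18. SREBP1 motif genes regulated in experiment 2 were 0 against the paper's 12, and LXR motif genes 0 against the paper's 11, where array weights gave 2 up and 8 down of the former and 5 up and 3 down of the latter, and the other settings of the fit gave 0. The added alternatives, chosen after seeing the values, gave 10 and 11 of the former and 8 and 13 of the latter. The single members that limma did not call had unadjusted p under 0.05 in 15, 6 and 3 genes of these lists.

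For Dner in experiment 1 the signed fold was -1.37 in AKR and 2.45 in DBA/2 cells, and the paper's values are -2.5 and 1.4, and neither the offset nor leaving out any array closed the gap. The sizes match if the paper's are exchanged between the strains. Ddit3 in DBA/2 cells of experiment 2 had a signed fold of -1.62 against the paper's -1.4, with -1.44 by the second brightest probe, while the offset and leaving out any array did not reach it. In AKR cells the fold of Ddit3 was 1.96 by the labels against the paper's 3.0. Without the doubted arrays, chosen after seeing the values, it was 3.92, and 3.38 by the second brightest probe. Trib3 in AKR cells of experiment 2 had a fold of 2.26 against the paper's 5.6. The margin of a fold is the spread of the arrays in that setting. Leaving out AKR unloaded replicate 1 gave 4.26, within a margin that the remaining doubted array makes wide. Leaving out both doubted arrays, chosen after seeing the values, gave 5.25, also within its margin. The Table S6 grouping gave 4.75, nearer than 4.26 but outside its own narrower margin. The offset and the other arrays left out did not come within theirs. As a log2 value in Table 2 the paper gives 3.7 for the same gene against 1.35 here, and neither the offset nor the added alternatives (2.41 and 2.26) reached it. A log2 value of 3.7 is a larger rise than 5.6-fold, so the paper's own values for Trib3 differ between its text and Table 2. In Table 1, H2-Q6 was 3.16 against the paper's 5.6 (5.62 by the second probe), Gpnmb -1.74 against the paper's -3.7 (-3.73 and -3.72 by the other probes), both in experiment 1, and the offset closed neither gap. Baat1, now named Brat1, was 0.19 against the paper's 3.2, from a probe that did not pass the filter, and the offset did not change that. In Table 2, H2-Ab1 in experiment 1 was -1.38 against the paper's -2.3 (-2.36 by the second probe, not by the offset). Ifit3 in experiment 2 was -1.58 against the paper's -3.3, which other probes and the offset did not reach, and the alternatives chosen after seeing the values gave -3.17 in both groupings.

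For Table 3 the settings chosen beforehand were the other probes of a gene and the offset, and the offset closed none of these gaps. In AKR cells of experiment 1, Ctsb was 0.16 against the paper's 0.9 (0.93 by probe 2), Ap1s1 was 0.15 against the paper's 0.3 (0.27 by probe 2 and 0.21 by probe 3), Asah1 was -0.091 against the paper's -0.5 (-0.46 by probe 2) and Slc11a1 was -0.24 against the paper's -0.5 (-0.53 by probe 2 and -0.39 by probe 3). In DBA/2 cells of experiment 1, Ap1s1 was 0.28 against the paper's 0.4 (0.45 by probe 2 and 0.28 by probe 3), Asah1 was -0.16 against the paper's -0.9 (-0.87 by probe 2) and Slc11a1 was 0.023 against the paper's -0.2 (-0.16 by probe 2 and -0.20 by probe 3). In DBA/2 cells of experiment 2, Cltb was 0.062 against the paper's 0.3 (0.31 by probe 2), Ctsa was -0.29 against the paper's 0.0 (-0.056 by probe 2 and 0.049 by probe 3), Ap4m1 was -0.11 against the paper's -0.3 (-0.31 by probe 2 and -0.12 by probe 3), Lamp2 was -0.21 against the paper's -0.7 (-0.72 by probe 3), Smpd1 was -0.41 against the paper's -0.5 (-0.49 by probe 2 and -0.47 by probe 3), Gusb was 0.076 against the paper's -0.2 (-0.071 by probe 2 and -0.16 by probe 3), Ctsc was -1.55 against the paper's -1.4 (-1.37 by probe 3) and Asah1 was -0.073 against the paper's -1.1 (-1.06 by probe 2). In AKR cells of experiment 2 by the labels, Igf2r was 0.20 against the paper's 0.6 (0.41 by probe 2), Ap1s1 was 0.19 against the paper's 0.5 (0.37 by probe 3), Ap4m1 was 0.066 against the paper's -0.4 (-0.20 by probe 2), Lamp2 was -0.13 against the paper's -0.4 (-0.35 by probe 2 and -0.21 by probe 3), Smpd1 was -0.22 against the paper's -0.5 (-0.24 by probe 3) and Gusb was -0.036 against the paper's -0.6 (-0.26 by probe 3). Probes not named here did not come within the margin, nor did the added alternatives for these genes of AKR cells. None of these settings closed the gap of the other genes of AKR cells in experiment 2. Values without the doubted arrays and grouped as in Table S6, both chosen after seeing the values, came within the margin for Sort1 (0.35 here, the paper's 0.8, then 0.75 and 0.78), Gla (0.30 here, the paper's 0.7, then 0.65 and 0.67), Dnase2a (0.25 here, the paper's 0.6, then 0.56 and 0.59), Tcirg1 (0.21 here, the paper's 0.6, then 0.53 and 0.59), Psap (0.090 here, the paper's 0.3, then 0.27 and 0.32), Lgmn (-0.18 here, the paper's -0.4, then -0.35 and -0.35) and Clta (-0.23 here, the paper's -0.5, then -0.49 and -0.51). Only the Table S6 grouping, chosen after seeing the values, did so for Atp6v0d1 (0.17 here, the paper's 0.5, then 0.46), Man2b1 (-0.14 here, the paper's -0.4, then -0.36) and Ppt1 (-0.19 here, the paper's -0.7, then -0.66). No single setting did for Ctsa (-0.022 here, the paper's 0.5) and Asah1 (-0.015 here, the paper's -0.9).

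The paper states that most lysosomal genes regulated by cholesterol changed more in AKR than in DBA/2 cells. In experiment 1, 36 of the 40 Table 3 genes called by the F-test did. In experiment 2 by the labels, 0 of 8 did, and without the doubted arrays 21 of 33. Table 3 was picked by the AKR response, which favours AKR. Over the 4 lysosomal lists, 47 of 55 did in experiment 1, and 29 of 48 in experiment 2 without the doubted arrays. The labelled tally is no evidence against the statement, since the doubted arrays pull the labelled AKR groups together. The paper names Ap3d1, Lamp2, Ap1s1 and Asah1 among genes conserved in both experiments. By the brightest probe in AKR cells of experiment 1, Ap3d1 and Lamp2 were called, and none of these was in experiment 2 without the doubted arrays, where Asah1 was at 0.028. Other probes of Asah1 and Ap1s1 were called in AKR cells of experiment 1 and, without the doubted arrays, chosen after seeing the values, of experiment 2, where they gave -0.88 against the paper's -0.9 and 0.56 against the paper's 0.5. It names Sort1 in that set too, which fell in experiment 1 and rose in experiment 2 without the doubted arrays, and the values of Table 3 have those opposite signs as well. The chromosome 17 column of Table 4 holds Aurka, which the gene annotation used here places on another chromosome. The adjusted p of H2-Q8 differs between the paper's Table 1 and its Table S2.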

Other observations

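Values without the doubted AKR arrays, the test of the label exchange, the search of Table S2 by value and the probe variant test of Eif2s3y were chosen only after the results were seen. Loaded AKR macrophages lowered genes of cell division, a change the paper does not describe. In experiment 1, 20 of 24 proliferation genes fell and none rose (0 and 20 when adjusted over the list alone), and romer called the list lower (adjusted p = 5.00e-04, or 0.0214 with an estimated correlation). The kinase Aurkb fell by 1.03 ± 0.077 (adjusted p = 8.05e-11) on the log2 scale. DBA/2 cells did not share this, with 3 genes higher and 2 lower, and the interaction was positive for 17 and negative for 1 (adjusted p = 0.00112, or 0.0201 with an estimated correlation). Before loading, 18 were lower and 1 higher in DBA/2 than AKR cells (adjusted p = 0.00150, or 0.122 with an estimated correlation). In experiment 2, limma called 0 of 24 by the labels, with 4 at an unadjusted p under 0.05, and the labelled interaction was positive for 6 (adjusted p = 0.00310, or 0.254 with an estimated correlation). Without the doubted arrays 14 fell in AKR cells (adjusted p = 0.00103, or 0.0308 with an estimated correlation), 14 rose in DBA/2 cells (adjusted p = 0.00103, or 0.0517 with an estimated correlation) and 18 had a positive interaction (adjusted p = 6.64e-04, or 0.00221 with an estimated correlation). Tk1 fell by 1.47 ± 0.16 (adjusted p = 4.28e-06) in AKR cells and rose by 1.22 ± 0.14 (adjusted p = 6.41e-06) in DBA/2 cells there.

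Glycolysis and oxygen-sensing genes rose in both strains of experiment 1. In experiment 1, 17 of 21 hypoxia and glycolysis genes rose in AKR cells (17 and 0 when adjusted over the list alone) and 15 rose and 1 fell in DBA/2 cells (17 and 1 when adjusted over the list alone). romer called the list higher in AKR cells (adjusted p = 5.00e-04, or 0.00793 with an estimated correlation) and in DBA/2 cells (adjusted p = 0.00150, or 0.0111 with an estimated correlation). Among them were Ankrd37 (1.46 ± 0.11, adjusted p = 9.80e-11) and Ndrg1 (1.01 ± 0.080, adjusted p = 2.39e-10). In experiment 2, limma called 0 of 21 by the labels, with 3 at an unadjusted p under 0.05 in AKR cells, 2 in DBA/2 cells, and without the doubted arrays 9 in AKR and 9 in DBA/2 cells, all higher (adjusted p = 4.43e-04, or 0.00632 with an estimated correlation in AKR cells). NRF2 antioxidant targets rose in 5 of 18 genes in DBA/2 cells of experiment 1 (adjusted p = 0.00225, or 0.0258 with an estimated correlation), and 6 rose and 1 fell in AKR cells, where romer did not call the list. In experiment 2, 8 rose in DBA/2 cells (adjusted p = 0.00930, or 0.441 with an estimated correlation), limma called 0 of 18 by the labels, with 3 at an unadjusted p under 0.05 in AKR cells, and 8 rose in AKR cells without the doubted arrays (adjusted p = 4.43e-04, or 0.00308 with an estimated correlation). Srxn1, sulfiredoxin, rose by 0.89 ± 0.069 (adjusted p = 1.71e-10) in AKR cells of experiment 1 and by 1.64 ± 0.10 (adjusted p = 8.03e-09) in those arrays.

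Macrophage identity genes fell in loaded AKR cells. In experiment 1, 8 of 13 fell and 2 rose (adjusted p = 5.00e-04, or 0.00793 with an estimated correlation), among them Adgre1, the gene of F4/80 (-1.25 ± 0.10, adjusted p = 1.66e-10). For experiment 2, limma called 0 of 13 by the labels, with 7 at an unadjusted p under 0.05, and without the doubted arrays 6 fell (adjusted p = 4.43e-04, or 0.00308 with an estimated correlation). Lipid droplet and PPAR targets rose in 8 and fell in 1 of 16 genes in AKR cells of experiment 1, which romer called in both directions (adjusted p = 0.00164, or 0.0601 with an estimated correlation). Angptl4 fell there (-0.86 ± 0.11, adjusted p = 5.88e-07) and rose in experiment 2 without the doubted arrays (3.24 ± 0.28, adjusted p = 3.15e-07). Scavenger receptors fell in 4 and rose in 1 of 8 genes, and romer did not call them (adjusted p = 0.0351), while Mrc1, the mannose receptor, fell by 1.20 ± 0.068 (adjusted p = 3.86e-13). Autophagy genes rose in 6 and fell in 3 of 22, not called by romer (adjusted p = 0.0519), and Vps18, which tethers vesicles to lysosomes, rose (1.00 ± 0.069, adjusted p = 1.71e-11).

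These patterns were found and tested on the same data and are hypotheses. Fewer dividing cells in loaded AKR cultures may explain the lower proliferation genes, and counting cells or DNA synthesis in both strains with and without AcLDL would test it. camera with an estimated correlation, a stricter test, called 5 lists for AKR loading in experiment 1, among them the hypoxia and the macrophage identity lists. Amino acid starvation, oxygen or free cholesterol could each raise the ATF4 targets, and a time course with inhibitors of the kinases upstream of ATF4 would part them. Since chaperones of the endoplasmic reticulum did not rise together in experiment 1, the ATF4 rise there may not come from unfolded proteins, while their rise in experiment 2 without the doubted arrays keeps that open.

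Lists of markers of other cells, written before the value tables were opened, were few in kept probes. In loaded AKR cells of experiment 1, limma called 0 of 3 T and NK cell genes (0 at an unadjusted p under 0.05), 0 of 3 dendritic cell genes (0) and 0 of 1 mast and erythroid cell gene (0). It called 1 B cell gene higher and 1 lower of 5, 1 neutrophil gene lower of 5, 1 osteoclast gene higher and 1 lower of 6, and 1 stromal gene higher of 5. romer tests only lists with at least 3 kept probes. It called none of these there, and the stromal list higher in DBA/2 cells (adjusted p = 0.00180, or 0.0253 with an estimated correlation). Of 11 qPCR control genes 2 fell in AKR cells, and romer called their interaction in both directions (adjusted p = 0.00900, or 0.0830 with an estimated correlation). Several markers, such as Ctsk and Mmp9, are expressed by macrophages too, so these lists bound other cells only loosely.

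The Y-linked list had 4 kept genes in experiment 2, of which limma called 1 between the strains, Eif2s3y. It was near the floor in unloaded AKR cells (3.66 ± 0.22 log2) and high in DBA/2 cells (8.05 ± 0.24), although both were labelled male, while Kdm5d (5.19 and 5.07) and Uty (4.88 and 4.99) were alike. Xist, which female cells express, was alike too (4.24 ± 0.23 in AKR and 4.20 ± 0.32 in DBA/2 cells), near the median of all probes. Female AKR cells are one candidate explanation, but the AKR-minus-DBA/2 difference of X-linked genes that escape inactivation changed from experiment 1 to 2 by a median of -0.0995 log2 (SD 0.257 over 4 genes), where female AKR cells beside male DBA/2 cells would raise it, which with Xist argues against it, although the spread of the genes and the lack of a female array that shows what the Xist probe reads keep it open. An AKR sequence variant under the probe is another, and the difference of at most 0.118 log2 in Kdm5d and Uty lies at a level too low to decide. The explanations cannot be told apart here, and genotyping the Y chromosome of the AKR line would.

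Strain differences of 4-fold or more may come partly from probes over sites that differ between the strains. Among genes with several kept probes, 2 of 16 such probes had no second probe called in the same direction in experiment 1 against 0 of 7 for AKR loading (one-sided Fisher's exact test, p = 0.474), and 8 of 37 against 2 of 32 for DBA/2 loading in experiment 2 (one-sided Fisher's exact test, p = 0.0690). Of 91 genes with a 4-fold strain call in experiment 2, 82.4% (75) are in the paper's Table S2, and 6 of the other 16, among them H2-D1 and Mul1, have a fold in it under another symbol that equals theirs with the AKR arrays grouped as in Table S6. The other 10, among them Atp6v1d, Cd300ld, Ndufa13 and Slfn1, may have been lost to the paper's removal of polymorphic and undetected probes, which was not applied here. Neither test decides, and sequence of both strains under the probes would.

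Arrays were regrouped to ask whether other groupings call as many probes. In experiment 1 only the real one of 35 groupings reached the count for strain (3,755 called, 0 at most otherwise), AKR loading (4,004 and 0) and DBA/2 loading (1,608 and 1). With 35 groupings no smaller share can be reached. Mixed groupings put a real difference into the residual, so their low counts do not measure how many probes chance would call. For the interaction (1,980 and 1,757) and either strain (4,606 and 2,394), only the real one of 100 drawn groupings reached the count. The high counts of other interaction regroupings point to a structure of the samples, which may be the loading effect of a strain whose arrays a regrouping leaves largely in place. Such regroupings do not stand for an absent effect, so this comparison does not exclude chance for the interaction or for either strain. In experiment 2 only the real one of 35 groupings reached the count for strain (1,359 and 0) and DBA/2 loading (1,077 and 1). For AKR loading by the labels the comparison decides nothing, because all 35 groupings reach the 0 called by limma (1,877 at an unadjusted p under 0.05), and the grouping that exchanges the doubted arrays calls 3,311, which points to a structure of the samples. The same limit holds for the interaction of experiment 2 (112 and 1,721) and either strain (758 and 1,647). Their counts were reached by 8 and 7 groupings, the real one among them. This comparison neither excludes chance there nor speaks for it. Grouping the AKR arrays as in Table S6 gave 930 and 4,349, so the doubted arrays bear on these counts. Which arrays the highest regroupings exchanged was not traced.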
